# Microarray-Based Analysis of Differential Gene Expression between Infective and Noninfective Larvae of *Strongyloides stercoralis*

**DOI:** 10.1371/journal.pntd.0001039

**Published:** 2011-05-03

**Authors:** Roshan Ramanathan, Sudhir Varma, José M. C. Ribeiro, Timothy G. Myers, Thomas J. Nolan, David Abraham, James B. Lok, Thomas B. Nutman

## Abstract

**Background:**

Differences between noninfective first-stage (L1) and infective third-stage (L3i) larvae of parasitic nematode *Strongyloides stercoralis* at the molecular level are relatively uncharacterized. DNA microarrays were developed and utilized for this purpose.

**Methods and Findings:**

Oligonucleotide hybridization probes for the array were designed to bind 3,571 putative mRNA transcripts predicted by analysis of 11,335 expressed sequence tags (ESTs) obtained as part of the Nematode EST project. RNA obtained from *S. stercoralis* L3i and L1 was co-hybridized to each array after labeling the individual samples with different fluorescent tags. Bioinformatic predictions of gene function were developed using a novel cDNA Annotation System software. We identified 935 differentially expressed genes (469 L3i-biased; 466 L1-biased) having two-fold expression differences or greater and microarray signals with a p value<0.01. Based on a functional analysis, L1 larvae have a larger number of genes putatively involved in transcription (p = 0.004), and L3i larvae have biased expression of putative heat shock proteins (such as *hsp-90*). Genes with products known to be immunoreactive in *S. stercoralis*-infected humans (such as *SsIR* and *NIE*) had L3i biased expression. Abundantly expressed L3i contigs of interest included *S. stercoralis* orthologs of cytochrome oxidase *ucr 2.1* and *hsp-90*, which may be potential chemotherapeutic targets. The *S. stercoralis* ortholog of fatty acid and retinol binding protein-1, successfully used in a vaccine against *Ancylostoma ceylanicum*, was identified among the 25 most highly expressed L3i genes. The sperm-containing glycoprotein domain, utilized in a vaccine against the nematode *Cooperia punctata*, was exclusively found in L3i biased genes and may be a valuable *S. stercoralis* target of interest.

**Conclusions:**

A new DNA microarray tool for the examination of *S. stercoralis* biology has been developed and provides new and valuable insights regarding differences between infective and noninfective *S. stercoralis* larvae. Potential therapeutic and vaccine targets were identified for further study.

## Author Summary

*Strongyloides stercoralis* is a soil-transmitted helminth that affects an estimated 30–100 million people worldwide. Chronically infected persons who are exposed to corticosteroids can develop disseminated disease, which carries a high mortality (87–100%) if untreated. Despite this, little is known about the fundamental biology of this parasite, including the features that enable infection. We developed the first DNA microarray for this parasite and used it to compare infective third-stage larvae (L3i) with non-infective first stage larvae (L1). Using this method, we identified 935 differentially expressed genes. Functional characterization of these genes revealed L3i biased expression of heat shock proteins and genes with products that have previously been shown to be immunoreactive in infected humans. Genes putatively involved in transcription were found to have L1 biased expression. Potential chemotherapeutic and vaccine targets such as *far-1*, *ucr 2.1* and *hsp-90* were identified for further study.

## Introduction

*Strongyloides stercoralis* is a parasitic nematode endemic to the tropics and subtropics that infects an estimated 30–100 million people worldwide. Chronically infected individuals have the potential to develop hyperinfection syndrome or disseminated disease, clinical entities that carry a very high (87–100%) mortality if unrecognized [1].

Free-living *S. stercoralis* infective third stage (L3i) larvae residing in the soil penetrate intact skin and blood vessels, ultimately developing to adults in the small intestine. Adult females, typically residing in the duodenum of the host, produce eggs by mitotic parthenogenesis that develop into first-stage (L1) larvae that are excreted into the stool. L1 larval progeny of parasitic females develop into free-living adults unless triggered by genetic, environmental, or host factors to develop directly into L3i larvae [2], [3]. Despite sharing many characteristics, L1 and L3i larvae can be distinguished by their behavior and morphology. L1 larvae have a short, trilobed pharynx and expend much of their energy on feeding and growth [3]. L3i larvae, by contrast, can survive in harsh environmental conditions, enabled by a comparatively thickened cuticle, constricted gastrointestinal tract, and closed mouth. These larvae are developmentally arrested, non-feeding, stress resistant, and long lived [3]–[5].

A high degree of specificity between these stages has been suggested by expressed sequence tag (EST) based analysis of free living L1 and L3i larvae for *S. stercoralis* [6]–[8]. These comparisons, however, are based on short reads of cDNA libraries and assumptions about abundance. There remain many unanswered questions about the basic molecular features underlying the apparent morphologic and behavioral differences between these larval stages. An improved understanding of these differences can provide insights into what defines infectivity and may ultimately prove useful in defining targets for the development of vaccines and therapeutics against this parasite.

In order to answer these questions, a DNA microarray tool for *S. stercoralis* – the species causing the vast majority of human infection worldwide - is needed. Although a DNA microarray has recently been developed for *Strongyloides ratti*, the natural parasite of brown rats (Rattus norvegicus) [9], previous work has suggested little conservation of gene expression profiles between these two species [10], underscoring the need for a DNA microarray specific to this species.

The availability of a *S. stercoralis* DNA microarray enables comparative analyses across nematodes, which can be utilized to further our understanding of the biologic determinants of parasitism. The free-living, non-parasitic, nematode *C. elegans* has been used as a model species for comparison with *S. stercoralis*. *C. elegans* dauer stage larvae and *S. stercoralis* L3i larvae share many morphologic and physiologic characteristics. The ‘dauer hypothesis’ recognizes these similarities and suggests that the same molecular genetic mechanisms control the morphogenesis of these stages [11]. Comparative genomics of gene expression based on EST abundance data for *S. stercoralis* suggests a higher degree of similarity between *S. stercoralis* L1 and *C. elegans* non-dauer expressed genes [6]. By contrast, a robust ‘dauer-L3i expression signature’ has not been found [6]. A comparative analysis based on microarray expression data for these species could prove useful not only in identifying a ‘dauer-L3i expression signature’ should it exist, but also in uncovering potentially significant determinants of *S. stercoralis* L3i infectivity.

The purpose of this study was to: 1) develop and optimize a DNA microarray tool for *S. stercoralis*, 2) utilize this microarray to examine differences in gene expression between L3i and L1 larvae and 3) perform a comparative microarray analysis between parasitic *S. stercoralis* and non-parasitic *C. elegans* in order to develop further insights into the biologic determinants of parasitism.

## Methods

### Ethics statement

Animal handling and experimental procedures were undertaken in compliance with the University of Pennsylvania's Institutional Animal Care and Use Committee (IACUC) guidelines. Ethical approval was obtained for the study (protocol number 702342) from IACUC (University of Pennsylvania, Philadelphia, PA).

### Parasites

All larvae used in this analysis were obtained from laboratory dogs infected with *S. stercoralis*, UPD strain [12]. Fecal samples from dogs were processed using the charcoal coproculture followed by Baermann funnel technique, as outlined elsewhere [13]. Post parasitic L1 larvae were recovered from freshly deposited stool samples; L3i larvae were recovered after 7 days of stool incubation at 25°C. L3i larvae underwent surface decontamination by migration through low-melting-point agarose. L1 larvae were decontaminated by 3 washes with phosphate buffered saline (PBS) containing an antibiotic cocktail. Decontaminated parasites were subsequently stored in Trizol reagent (Invitrogen, San Diego, CA) at −80°C. Using this method, 30,700 post-parasitic L1 and 50,000 L3i *larvae* were collected.

### Isolation of total RNA from larvae

Total RNA was extracted by thawing pooled samples of L1 and L3i larvae at 37°C in a warm water bath and centrifuging the samples at 4°C (805× g) for 10 minutes to obtain a pellet. The pellet was frozen in liquid nitrogen, ground thoroughly with an autoclaved mortar and pestle and then purified using an RNeasy mini kit (Qiagen, Valencia, CA) following the manufacturer's protocol. A Nano Drop-1000 spectrophotometer (NanoDrop Products, Wilmington DE) was used to determine the RNA concentration in each sample. RNA was more precisely quantified and quality assessed using the 2100 Bioanalyzer (Agilent, Santa Clara, CA).

### Amplification and labeling

RNA samples from L1 and L3i stage larvae were co-hybridized using Cy3 and Cy5 labels to discriminate the relative level of target bound to the microarray probe. Fluorescent-labeled cDNA targets were prepared from total RNA using the Ovations amino-allyl kit (NuGEN, San Carlos, CA) according to the manufacturer's protocol. The kit utilizes an oligo dT primer for selective amplification of mRNA transcripts.

### Hybridization procedure

Labeled samples were combined with blocking components poly(dA), yeast tRNA, and human Cot-1, in hybridization buffer composed of 25% formamide/5× saline-sodium citrate (SSC)/0.2% (w/v) sodium dodecyl sulfate (SDS) to a total volume of 60 µl. After heating the sample (95°C for 3 minutes), it was centrifuged (20,000× g) for 3 minutes. Fifty eight µl of the sample (1.6 µg of labeled cDNA) was loaded onto the microarray chip. The microarray chips were hybridized overnight at 45°C using the MicroArray User Interface (MAUI) hybridization system (BioMicro Systems, Inc., Salt Lake City, UT). The following day, the chips were washed twice in 1× SSC/0.05% (w/v) SDS buffer (3 minutes each wash) and twice in 0.1× SSC buffer (5 minutes each wash).

For the present study, four technical replicate experiments using pooled L1 and L3i larvae were performed, including one dye swap. The microarray chips were imaged using a GenePix 4000 B scanner (Molecular Devices, Sunnyvale, CA). Agilent Feature Extraction software was used for image analysis, protocol GE2-v5 10 Apr08. The data discussed in this publication have been deposited in the National Center for Biotechnical Information (NCBI) Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE24735 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE24735).

### Microarray design

ESTs (11,335) were identified from L1 and L3i cDNA libraries created as part of the nematode EST project [6], [7]. ESTs were organized into 3,571 contigs by bioinformatics analysis [14]. Oligonucleotide probes designed to hybridize with these contigs were used to develop early versions (V1 and V2) of chips manufactured by Combimatrix (Irvine, CA) based on a variety of algorithms for oligonucleotide design. Versions 1 and 2 were assessed for performance using RNA from L1 and L3i larvae. After testing the performance of these two versions of the arrays, an optimized version (V3) was developed. The best probe for each target was selected based on the average signal intensity for all arrays and the number of arrays with detectable signal. The spot density was 22K spots per array. Of the six oligonucleotides designed per target, one was designed using the Array Designer program (Premier Biosoft International, Palo Alto, CA), two were designed using E-Array (Agilent, Santa Clara, CA) using the “base composition” method (replicated twice), two were designed using E-array “best Tm” method, and the last was a 40-mer designed using Array Designer. Probes were selected to avoid cross-hybridization to other sequences in the target (contig) dataset manufactured by Agilent SurePrint. The probes designed to make the V3 microarray are found in Table S1 in Supporting Information Text S1.

### Functional annotation

All data were exported into the cDNA Annotation System (dCAS) [14], [15]. This tool enabled annotation of each *S. stercoralis* contig based on Basic Local Alignment Search Tool (BLAST) alignments against multiple databases (NCBI nr protein database (NR), Gene Ontology (GO), euKaryotic Orthologous Groups (KOG), Pfam protein families database (PFAM), Simple Modular Architecture Research Tool (SMART), Wormbase (CELEG), and Saccharomyces genome database (YEAST) and provided the corresponding E-values. The database was also annotated manually with a composite categorization that summarized the findings across databases. The entire annotated database, with hyperlinks to the NIAID exon website, is accessible for download at: http://exon.niaid.nih.gov/transcriptome/S_stercoralis/SS-Supp-Web.zip. A stand-alone version can also be accessed and downloaded at: http://exon.niaid.nih.gov/transcriptome/S_stercoralis/SS-Supp-StandAlone.zip. Extract the excel file and the links directory to your own computer for browsing the hyperlinks locally.

### Statistical analysis

Spot values were calculated using a linear lowess dye normalization. Further, the 50^th^ percentile of a set containing all the ribosomal genes in the array was applied to all spot values. In cases of multiple spots for the same *S. stercoralis* contig, the average of the log_2_ signal was calculated for each array. The mean signal ratio (log_2_ L3i/L1) was calculated from the signals for all 4 arrays. No surrogate values were applied. 

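In the deposited scanner files, the Feature Extraction setting that puts a surrogate value in place of a signal at background was on for all 4 arrays. Of the 21493 non-control spots, 20.9% had a surrogate value in at least 1 channel on repeat 1, 53.8% on repeat 2, 36.7% on repeat 3 and 18.9% on repeat 4. These spots were left out of the scanner ratios used here. Over the 253 contigs with a scanner ratio on every array, Pearson's r between the scanner ratio and the ratio the authors deposited for the same contig and array was 0.912, 0.841, 0.876 and 0.940 on repeats 1 to 4. With surrogate values kept, it was 0.930, 0.918, 0.931 and 0.945 over the same contigs. These correlations run across contigs, which are not independent replicates.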

A single group *t*-test analysis was calculated on the data set. Variance shrinkage was not used when calculating p-values for differential expression. Differentially expressed genes were identified using a ‘cutoff’ of 2 fold expression difference or greater for log_2_ L3i/L1 signal ratios, and p<0.01 for microarray signal data (false discovery rate (FDR) = 2.5%).

### Functional analysis

A functional analysis was performed based on annotations provided by each database (Pfam, SMART, KOG, etc.). The number of genes per functional category (e.g. transcription, cytoskeleton, metabolism, etc.) was compared between L1 and L3i differentially expressed genes (as defined by the above cutoff). To ascertain whether genes belonging to certain functional classes were more likely to be highly expressed in one stage or another, we used a statistical test for one proportion using Normal approximation. Assuming a null proportion of 0.5 (i.e., that there is no difference in the number of genes of that category for the two classes), p values were calculated for deviation from 0.5 using Normal approximation. P values were adjusted for multiple comparisons using the Bonferroni criterion.

### Gene-set enrichment analysis

Gene Set Enrichment Analysis (GSEA) is a robust method for analyzing molecular profiling data examines the clustering of a pre-defined group of genes (gene set) across the entire microarray database (all 3,571 contigs) in order to determine whether the gene set has biased expression in one larval stage versus another [16]. GSEA was used in this study to complement our use of single gene methods and determine whether *S. stercoralis* gene sets grouped according to various putative categories (for example, putative extracellular matrix genes) showed biased expression in either larval stage. For this analysis, the entire list of contigs on the microarray was sorted by mean log_2_ L3i/L1 signal ratios. The distribution of genes from an a priori defined gene set throughout this ranked list was then determined using GSEA. Based on this distribution, the expression difference for each gene in the set is aggregated and a p-value for significance of the gene set as a whole is calculated using the Kolmogorov-Smirnoff test.

Gene sets were compiled by first downloading GO categories from Wormbase (www.wormbase.org) for *C. elegans* genes. Definitions for each GO category used can be found at http://www.wormbase.org/db/ontology/gene. *S. stercoralis* orthologs for *C. elegans* genes were determined by dCAS based on BLAST alignments to the *C. elegans* gene. BLAST matches with E values>0.05 were excluded. Gene sets with fewer than 5 *S. stercoralis* contig matches were excluded from GSEA analysis. Using these criteria, 18 *S. stercoralis* gene sets were created (see Figure 1A). Additional manually compiled gene sets included the group of *S. stercoralis* genes whose products have been shown to be immunoreactive in humans infected with S. *stercoralis* [17]–[19], and a group of putatively identified heat shock proteins.

**Figure 1:**
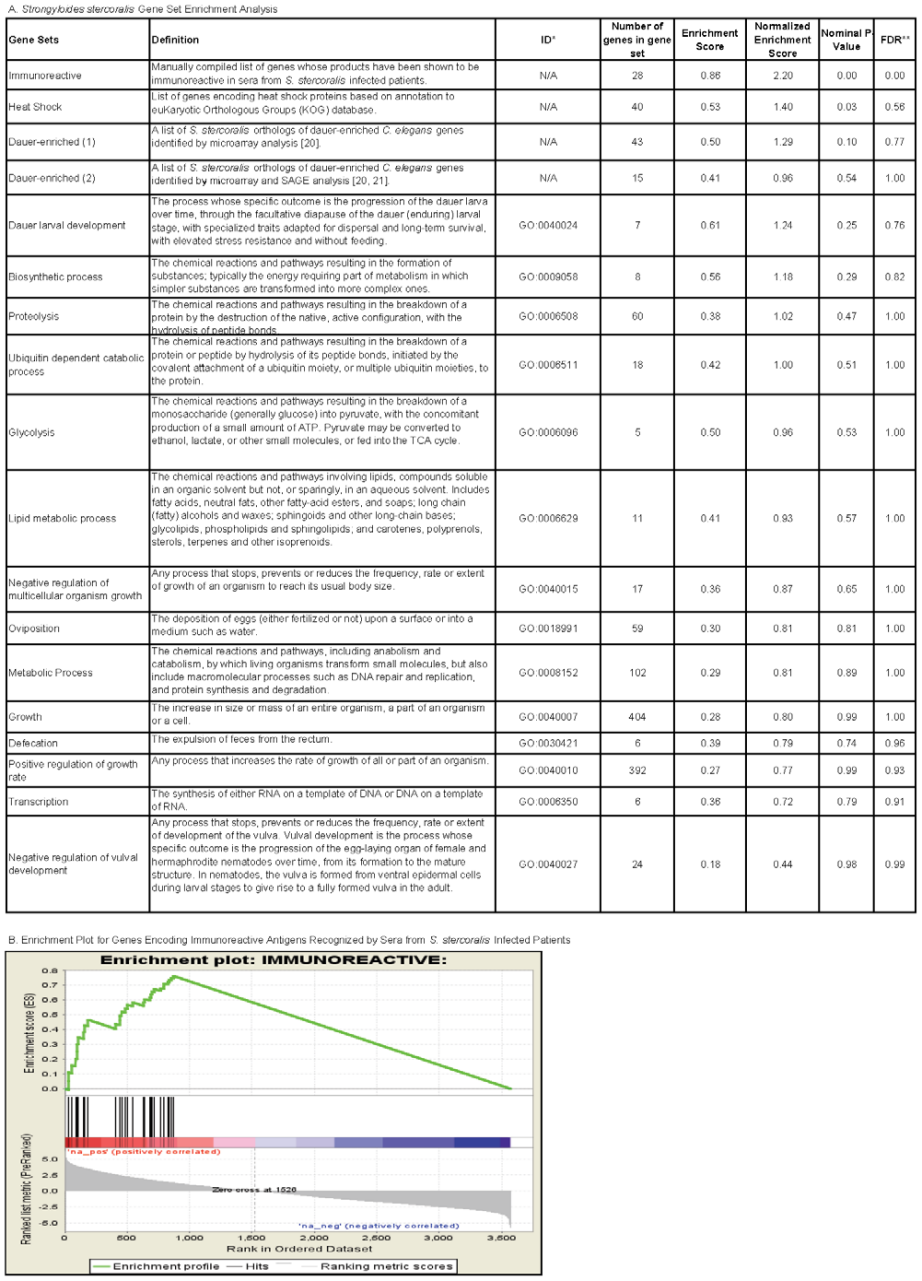
Gene Set Enrichment Analysis and enrichment plot. A. Gene sets were compiled by listing the *S. stercoralis* orthologs of *C. elegans* genes assigned to Gene Ontology (GO) categories (downloaded from www.wormbase.org). Some gene sets were manually compiled. Only gene sets with at least 5 *S. stercoralis* contigs were included in this analysis. The results of the GSEA are listed for each gene set. The enrichment score reflects the degree to which each gene set is represented at the top or bottom of the list of 3,571 contigs ranked by fold change (L3i enriched = more positive, L1 enriched = more negative). The normalized enrichment score accounts for differences in gene set size and can be used to compare results across gene sets. The nominal p value estimates the statistical significance of the enrichment for a single gene set and does not correct for gene set size and multiple hypothesis testing. *ID = Gene Ontology Identification. **The False Discovery Rate (FDR) is adjusted for gene set size and multiple hypotheses testing. B. This plot depicts the distribution of individual genes (vertical black lines) encoding immunoreactive antigens recognized by sera from patients infected with *S. stercoralis*. This gene sets was analyzed against a list of 3,571 *S. stercoralis* contigs ranked by fold change of log_2_ L3i/L1 mean signal ratios. The clustering of individual genes towards the left side of the list (above the red bar) suggests L3i-biased enrichment of this gene set. These genes are individually listed in Table S8 in Supporting Information Text S1.

### Comparative microarray analysis of *S. stercoralis* and *C. elegans*

Microarray expression data for *S. stercoralis* L3i and *C. elegans* dauer larvae were compared using several methods as follows: 1) We defined three gene sets comprising the *S. stercoralis* orthologs of “dauer-enriched” *C. elegans* genes derived from either *C. elegans* microarray expression data alone, both serial analysis of gene expression (SAGE) and microarray expression data or from the Gene Ontology category dauer larval development (Figure 1A) [20], [21]. We then used GSEA to determine whether these gene sets showed significant L3i enrichment. 2) We examined whether a correlation exists between *C. elegans* dauer/L1 microarray expression data obtained by Wang and colleagues [20] with our *S. stercoralis* L3i/L1 microarray expression data. The previously obtained *C. elegans* microarray expression data can be found at http://cmgm.stanford.edu/~kimlab/dauer/ExtraData.htm, Table S1 in Supporting Information Text S1, column “AdjD/L1_Ratio” which corresponds to the average log_2_ expression values for *C. elegans* dauer larvae at time 0 relative to L1 larvae [20]. 3) Using these data, we calculated the absolute value of the difference between fold change values for *C. elegans* genes and their *S. stercoralis* orthologs (*C. elegans* dauer/L1 fold change - *S. stercoralis* L3i/L1 fold change). Only those genes with robust microarray expression data (p values<0.01) were included. In order to identify those genes that are expressed differently by *S. stercoralis* L3i and *C. elegans* dauer larvae, a list was generated of all *S. stercoralis-C. elegans* orthologs with the greatest differences in fold change values (absolute value >2). The list was further narrowed to include only those *S. stercoralis-C. elegans* gene pairs where gene expression was regulated in opposite directions between the two nematodes (Table 1).

**Table 1:** Differences between *S. stercoralis* (L3i/L1) and *C. elegans* (dauer/L1) gene expression profiles^a^.

			Fold change direction^b^		Fold change		
*C. elegans* match	*S.stercoralis* contig	Putative identification	*C. elegans*(dauer/L1)	*S. stercoralis*(L3i/L1)	*C. elegans*	*S. stercoralis*	Absolute difference^c^
C13D9.8	2626	*ncx-9*	↑	↓	3.59	0.39	3.20
T14D7.2	2474	protein_id:CAB03365	↑	↓	21.75	0.40	21.36
C06B3.4	2873	*stdh-1* estradiol 17 beta-dehydrogenase	↑	↓	3.71	0.44	3.27
T02D1.5	1790	pmp-4 ABC transporters	↑	↓	16.57	0.45	16.12
T19B10.2	504	protein_id:CAA98547	↑	↓	2.56	0.55	2.01
T04B2.5	2003	protein_id:CAA92628	↑	↓	3.97	0.56	3.41
F46C3.1	1269	*pek-1* eukaryotic translation initiation factor 2 alpha kinase PEK	↑	↓	3.61	0.57	3.04
F19H8.1	1652	*tps-2* trehalose phosphate synthase	↑	↓	4.22	0.65	3.57
F10B5.3	1998	Zinc finger, C2H2 type	↑	↓	4.60	0.66	3.94
Y57G11C.15	850	protein transport protein SEC61 alpha subunit	↑	↓	2.92	0.76	2.16
F42D1.2	118	tyrosine aminotransferase	↓	↑	0.17	2.22	2.05
F42D1.2	117	tyrosine aminotransferase	↓	↑	0.17	2.87	2.69
C53B4.5	2200	*col-119* collagen	↓	↑	0.10	2.98	2.88
F28C1.2	836	*egl-10* G-protein beta subunit GPB-2	↓	↑	0.78	2.99	2.21
B0491.5	291	protein_id:CAA90087	↓	↑	0.84	3.18	2.34
E02H1.7	3417	*nhr-19* Zinc finger, C4 type (two domains)	↓	↑	0.35	3.25	2.90
C02F12.7	64	*tag-278*	↓	↑	0.27	3.89	3.62
C53B4.5	2267	*col-119* collagen	↓	↑	0.10	4.11	4.01
E02H1.7	1846	*nhr-19* Zinc finger, C4 type (two domains)	↓	↑	0.35	4.18	3.83
C03B1.12	785	*lmp-1*	↓	↑	0.70	5.09	4.39
ZK863.2	9	*col-37* collagen status	↓	↑	0.11	6.74	6.63
B0365.3	220	*eat-6* Na(+)/K(+) ATPase alpha subunit	↓	↑	0.71	6.83	6.12
B0495.2	358	CDC2 status	↓	↑	0.71	8.28	7.58
F22B3.4	427	*nmy-2* myosin heavy chain status	↓	↑	0.89	8.33	7.44
F42D1.2	116	tyrosine aminotransferase	↓	↑	0.17	9.04	8.87

a Shown only are *S. stercoralis*-*C. elegans* orthologs with an absolute difference >2. All *S. stercoralis-C. elegans* orthologs are BLAST matches with an E value<0.05. The p value for *S. stercoralis* microarray signal data was <0.01.

b Arrows indicate whether genes had increased (↑) or decreased (↓) expression in *C. elegans* dauer or *S. stercoralis* L3i larvae relative to its respective L1 stage.

c The values in this column were calculated by taking the absolute value of [fold change *C. elegans* dauer/L1 - fold change *S. stercoralis* L3i/L1]. *C. elegans* expression data were previously obtained by Wang and colleagues [20].

### Microarray validation by quantitative real-time polymerase chain reaction (qPCR)

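Over the 4 arrays, the mean log2 L3i/L1 ratio of the 5 contigs chosen as L3i biased for qPCR was 3.45 ± 0.16 (SD, n = 4 arrays) for contig 24, 3.33 ± 0.41 for contig 25, 3.39 ± 0.27 for contig 65, 2.59 ± 0.17 for contig 243 and 3.29 ± 0.18 for contig 2136. Of the contigs chosen as L1 biased, contig 222 had a mean of −2.02 ± 0.79 and contig 387 a mean of −1.81 ± 0.40. Contig 222 ranged from −3.04 on repeat 3 to −1.24 on repeat 2. All 9 contigs, with contigs 55 and 2328, were past the threshold of a 2-fold difference and an adjusted p of at most 0.025 from limma, and each had the same sign on all 4 arrays. These ratios come from the pools hybridized to the arrays, while the qPCR used other larvae, whose measurements are not analysed here.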

The sequences of L3i biased genes (contigs 24, 25, 65, 243, 2136) and L1 biased genes (contigs 55, 222, 387, 2328) were used to create primer-probe sets designed and manufactured by Applied Biosystems (Foster City, CA). The sequences for these primer probes are listed in Table S2 in Supporting Information Text S1. The *S. stercoralis* control genes for qPCR analysis was *S. stercoralis* glyceraldehyde 3 phosphate dehydrogenase (GAPDH; GenBank accession number BI773092; contig_90; log_2_L3i/L1 = −0.28179). 

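On the arrays, contig 90 had a mean log2 L3i/L1 ratio of −0.28 ± 0.42 (SD, n = 4 arrays), with −0.11 on repeat 1, −0.64 on repeat 2, −0.61 on repeat 3 and 0.23 on repeat 4. The ratio was not different from 0 beyond the spread between arrays (adjusted p = 0.17 from limma), and its sign depended on the array. Within the scan day that repeats 1 and 4 share, the mean was 0.06, and after centring each array on 18 ribosomal protein contigs it was −0.61. From the scanner signals of the 4 probes matched to contig 90, the ratio was −0.02 ± 0.32 (SD, n = 4 arrays). The means of these probes lay up to 1.24 apart on the log2 scale and did not share 1 sign. Of their 16 spots on the 4 arrays, 10 were well above background in both channels.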

Post-parasitic L1 and L3i larvae (distinct from those hybridized onto the microarray) were collected and total RNA made as described above. Total RNA (1 µg) from L1 and L3i larvae was used to synthesize cDNA. qPCR was performed using all 9 primer probe sets in separate reactions with L1 cDNA and also with L3i cDNA. The reaction was performed using 10× RT buffer (10 µl), 25 mM MgCl2 (22 µl), dNTP (20 µl), random hexamers (5 µl), RNase inhibitor (2 µl), and multiscribe reverse transcriptase (50 U/µl; 6.25 µl) in a microamp 96-well reaction plate (Applied Biosystems). De-ionized, distilled water was added to total volume of 65.25 µl. Cycling conditions were: 25°C for 10 minutes, 37°C for 60 minutes, 95°C for 5 minutes, then 4.0°C. Each experiment was performed in triplicate. The mean negative delta threshold cycle (delta C_T_) was calculated for each sample. The data generated by performing qPCR using primer probes for 9 contigs on L1 and L3i cDNA (n = 18) was plotted against the average L1 and L3i intensity signals for each gene (Figure 2).

**Figure 2:**
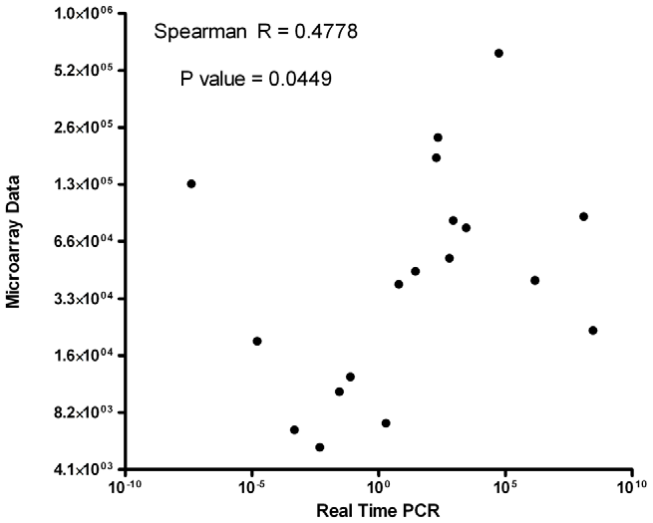
Correlation between microarray signal data and quantitative PCR data. Quantitative PCR was performed using primer probe sets designed from abundantly expressed L1 and L3i S. stercoralis contig sequences (L1 biased contigs 55, 222, 387, 2328; L3i biased contigs_24, 25, 65, 243, 2136) with cDNA synthesized from L1 and L3i larvae (n = 18). Each data point is the calculated negative delta C_T_ (sample C_T_ minus control C_T_) for the mean of 3 replicates. These data are plotted against the corresponding L1 or L3i average intensity microarray signal. A positive correlation was found (Spearman rank = 0.4778; p = 0.0449).

## Results

### Identification of differentially expressed genes

A total of 3,571 distinct contigs were studied by this microarray analysis (Table S3 in Supplemental Information Text S1). 

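RNA from 1 pool of L1 larvae and 1 pool of L3i larvae was labeled with Cy3 and Cy5 and co-hybridized to 4 arrays. L3i cDNA carried Cy5 on 3 arrays and Cy3 on the dye swap, which the sample labels name repeat 1. The 4 arrays hold the same pair of pools, so that n counts arrays, the number of biological replicates is 1 per stage, and the spread between arrays is the error of labeling, hybridization and scanning. The pools came from 30700 L1 and 50000 L3i larvae, and 1.6 µg of labeled cDNA was loaded per array. For the culture of the L3i larvae the paper gives 7 days at 25 °C, while the sample labels give 3 to 5 days at 22 °C. Each array held 21493 non-control spots of 21439 probes. For each spot the authors deposited the signals of Agilent Feature Extraction 10.1.1.1, which are background-subtracted and dye-normalized by linear lowess. They also deposited, for 3571 contigs, a log2 L3i/L1 ratio per contig and array in which the dye swap is already turned. Over the 120 contigs of Table S3 at hand, the mean of the 4 ratios lay within 0.00038 of the log2 ratio in that table. The contig ratios reported beside the text are these deposited values.
Each contig was tested against a log2 ratio of 0 with limma, and called past the threshold at a mean ratio of 2-fold or more and a Benjamini-Hochberg adjusted p of at most 0.025. The test sets the difference between these 2 pools against hybridization error, and a difference between the stages beyond these pools has no test. The scanner files name probes but no contigs, and 1198 probes were assigned to 351 contigs by a shared stretch of at least 20 bases with the sequences of Tables S1, S2 and S3. For these contigs a scanner ratio was taken as the mean over spots of the log2 ratio of the processed signals, without surrogate values and without spots marked as outliers. It was available on all 4 arrays for 253 contigs, whose median deposited ratio was 0.88 against −0.08 for all contigs, so that they lean towards L3i. Of 155 such contigs with 2 or more probes, 82.6% had all probes on the side of the contig's mean, and of the 66 past the threshold 95.5% did.
The share of spots well above background differed between arrays. In the L1 and the L3i channel it was 56.6% and 65.8% on repeat 1, 35.5% and 25.6% on repeat 2, 45.5% and 44.9% on repeat 3, and 74.3% and 57.9% on repeat 4. Repeats 1 and 4 were scanned on 1 day, and repeats 2 and 3 each on a day of their own. Across contigs, which are not independent replicates, Pearson's r between the deposited ratios of 2 arrays averaged 0.905 over the 6 pairs. It was lowest at 0.855 and highest at 0.951, the latter between repeats 1 and 4. The number of arrays limits the precision of each ratio.

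**Figure D1:**
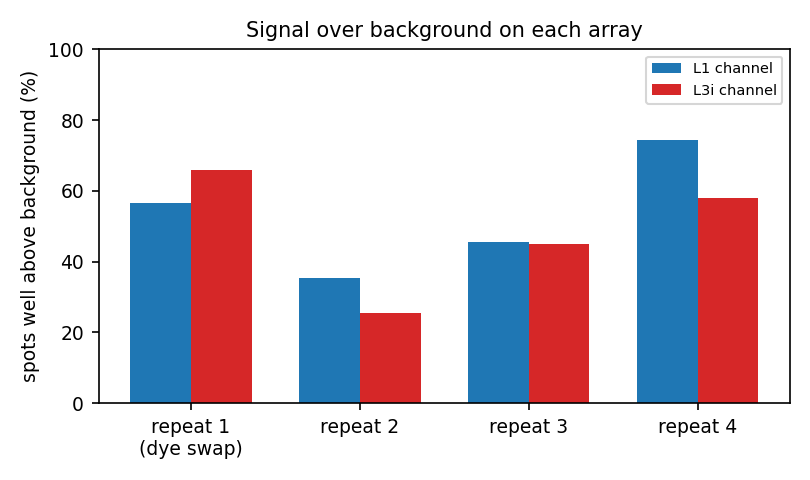
Percent of the spots of each array whose signal was well above background, in the L1 channel (blue bars) and in the L3i channel (red bars). Repeat 2 has the lowest share in both channels, with 35.5% and 25.6%.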

Using pre-defined cutoffs, 935 contigs were identified as differentially expressed as shown in the volcano plot (Figure 3). Of these, 466 genes were L1 biased (Table S4 in Supporting Information Text S1) and 469 genes were L3i biased (Table S5 in Supporting Information Text S1). 

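Of the 3571 contigs, 603 had a ratio of 2-fold or more towards L3i and 514 towards L1, and all 1117 passed the adjusted p of limma, with 0.0124 as the largest adjusted p among them. With 1 pool of larvae per stage, these counts describe the difference between the pools. With the methods' t-test at p under 0.01, which uses no variance shrinkage, 469 contigs were L3i biased and 466 were L1 biased. The alternative that moved the counts most was limma's treat with a 2-fold null, which left 361 contigs towards L3i and 111 towards L1. The centring of each array on the 18 ribosomal protein contigs in the part of Table S3 at hand gave 459 and 908. This centring moved the median ratio of all contigs to −0.41 and the L3i share of the contigs past the threshold from 54.0% to 33.6%. The median of the 18 contigs was 0.33, with a bootstrap interval of −0.22 to 0.94 that includes 0, and they are a small part of the ribosomal genes. By the paper's description the deposited ratios were already scaled to these genes, so that the shift is not known to correct an error. Within the scan day that repeats 1 and 4 share, the counts were 701 and 530. The mean ratios lay between −2.92 and 4.15, with a median SD over the arrays of 0.27. Of all contigs, 2552 (71.5%) had the same sign on all 4 arrays, where chance gives 12.5%. Over the 253 contigs with scanner ratios, 124 were past the threshold towards L3i and 5 towards L1, and 111 of these 129 were also past it in the deposited ratios.

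**Figure D2:**
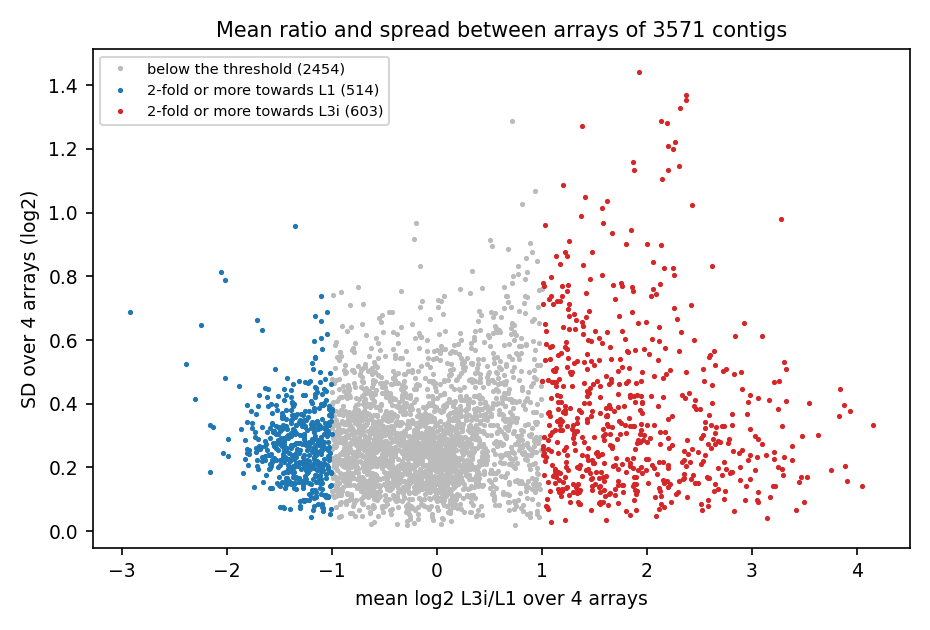
Mean log2 L3i/L1 ratio of each of 3571 contigs over 4 arrays (x axis) and its SD over the arrays (y axis, log2). Blue points are the 514 contigs past the threshold towards L1, red points the 603 towards L3i, and grey points the other contigs.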

Among the 25 most highly expressed L3i genes were the *S. stercoralis* orthologs of fatty acid/retinol binding protein-1 (contig 1151; 11 fold expression difference), a ferritin chain homolog (contig 94; 14 fold expression difference), and one of four putative trehalases (contig 68; 14-fold expression difference). 

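In the deposited ratios, the ortholog of fatty acid/retinol binding protein-1 (contig 1151) had a mean log2 L3i/L1 of 3.47 ± 0.17 (SD, n = 4 arrays), an 11.1-fold difference that ranked 15 among all contigs towards L3i (adjusted p = 1.6e-07 from limma). The ferritin chain homolog (contig 94) had a mean of 3.84 ± 0.45 (SD, n = 4 arrays), a 14.4-fold difference with rank 7. Its 6 matched probes gave a scanner ratio of 3.81 ± 0.53 on the same arrays, which was smaller with normexp correction and loess (2.81, or 6.99-fold) and with no background correction (2.56, or 5.88-fold). The first setting adds an offset of 50 to both channels and the second leaves the background in. Both draw ratios towards 0 by themselves, above all in dim spots. The putative trehalase (contig 68) had a mean of 3.83 ± 0.36 (SD, n = 4 arrays), a 14.2-fold difference with rank 8. The 2 probes matched to contig 68 were not well above background in the L1 channel on any array. Without surrogate values they gave a scanner ratio of 3.58 ± 0.47 (SD, n = 3 arrays), which rests on L1 signals near background. After normexp correction, their L3i signal was at least 3.29-fold above the dimmest L1 signals on the arrays that count as well above background. Any other probes of contig 68 were not matched. Whether its 14.2-fold difference and rank rest on L1 signals at background is therefore not known beyond the 2 probes. Of the other contigs that Table S3 matches to a trehalase, contig 66 had a mean of 3.89 ± 0.20 and contig 67 a mean of 4.05 ± 0.14 (SD, n = 4 arrays), with ranks 5 and 2.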

Among the 25 most highly expressed L1 genes were electron transport chain proteins such as NADH dehydrogenase (contig 371; 0.13-fold change); cytochrome b (contig 2328; 0.19 fold change) and cytochrome c oxidase subunit 1 (contig 55; 0.29 fold change). 

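NADH dehydrogenase (contig 371) had the lowest mean ratio of all contigs, with a log2 L3i/L1 between −3.86 on repeat 3 and −2.29 on repeat 4 and an SD of 0.69 (n = 4 arrays, adjusted p = 5.5e-06 from limma). Its 12 matched spots were well above background in both channels on the 4 arrays, but were marked as outliers on 3 of them, so that a scanner ratio of −2.14 was available on 1 array only. Cytochrome b (contig 2328) followed as the second lowest, at −2.39 ± 0.52 (SD, n = 4 arrays). Cytochrome c oxidase subunit 1 (contig 55) had a mean of −1.76 ± 0.34 and a scanner ratio of −1.76 ± 0.29 over 6 probes (SD, n = 4 arrays for both). Contig 55 ranked 27 towards L1 by its mean among all contigs, and 25 among the contigs past the methods' t-test, a restriction chosen after the first rank was seen. All 3 contigs were lower in L3i on each array, the dye swap included.

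**Figure D3:**
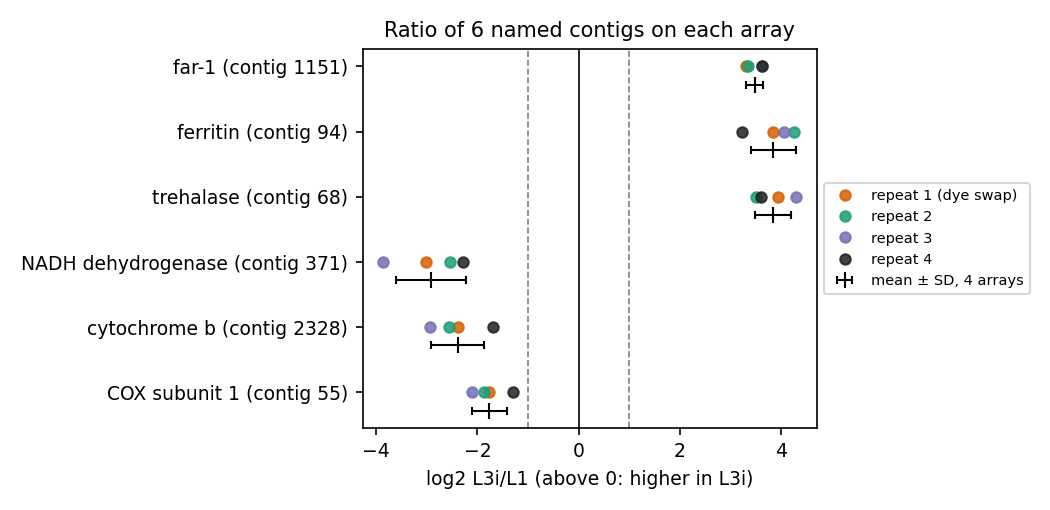
Deposited log2 L3i/L1 ratio of 6 contigs on each of the 4 arrays (colored points) with the mean and SD over the arrays (black bars). Dashed lines mark a 2-fold difference. The 3 contigs named for L3i lie above 3.22 on every array, and the 3 named for L1 below −1.30.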

The 25 most highly expressed L1 or L3i genes are listed in Table S6 in Supporting Information Text S1.

**Figure 3:**
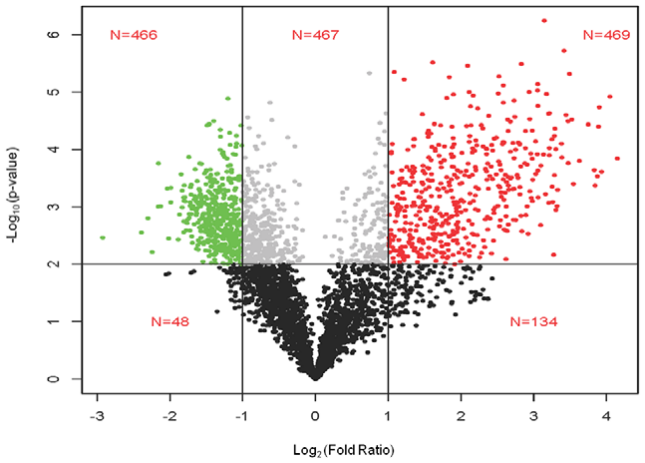
Volcano plot used in differential expression analysis. The *x*-axis is log_2_ ratio of gene expression levels between two stages; the *y*-axis is adjusted p value based on −log_10_. The colored dots (L1 = green) and right (L3i = red) represent the differentially expressed genes based on p<0.01 (False Discovery Rate = 2.5%; represented by black horizontal line) and 2-fold expression difference (represented by two black vertical lines).

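By the methods' t-test on the deposited ratios, 1403 of 3571 contigs had p under 0.01, and the number that chance would give is 2.55% of these. Of them, 468 had a ratio below 2-fold. Of the contigs at 2-fold or more, 134 towards L3i and 48 towards L1 had p of 0.01 or more, and both counts match the numbers printed in Figure 3. Adjusted by the method of Benjamini and Hochberg at 0.025, the same test left 468 contigs towards L3i and 464 towards L1.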

### Functional analysis of L1 and L3i biased genes

A greater number of L1 (n = 40) than L3i biased (n = 18) genes were putatively involved in transcription (p = 0.004, not Bonferroni adjusted; see Figure 4A,B). 

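The 58 contigs that Figure 4B lists under transcription were followed in the deposited ratios, with the contig numbers read by eye from the figure after the data had been seen. All 40 listed as L1 biased had a negative mean log2 L3i/L1 and all 18 listed as L3i biased a positive one, on every array, and all 58 were past the threshold of limma and past the methods' t-test at p under 0.01. The median of the L1 list was −1.30. In the L3i list the lowest mean was 1.05 ± 0.08 and the highest, that of contig 770, was 3.63 ± 0.30 (SD, n = 4 arrays for both). The L1 share was 69.0% (95% Wilson interval 56.2% to 79.4%), and an exact binomial test against a share of 0.5 gave p = 0.00535 (two-sided, not adjusted for the number of categories). Among all contigs past the threshold, the L1 share was 46.0%. The test takes contigs as independent, and the list was chosen by the study on these arrays. After the ribosomal centring, 40 contigs of the L1 list and 14 of the L3i list were past the threshold, where the L1 share of all contigs past it rose to 66.4%. Within the scan day of repeats 1 and 4, the numbers were 34 and 18. Under treat with a 2-fold null they were 11 and 11, where the L1 share of all contigs past this test was 23.5%. Contigs under transcription outside this list are not analysed here.

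**Figure D4:**
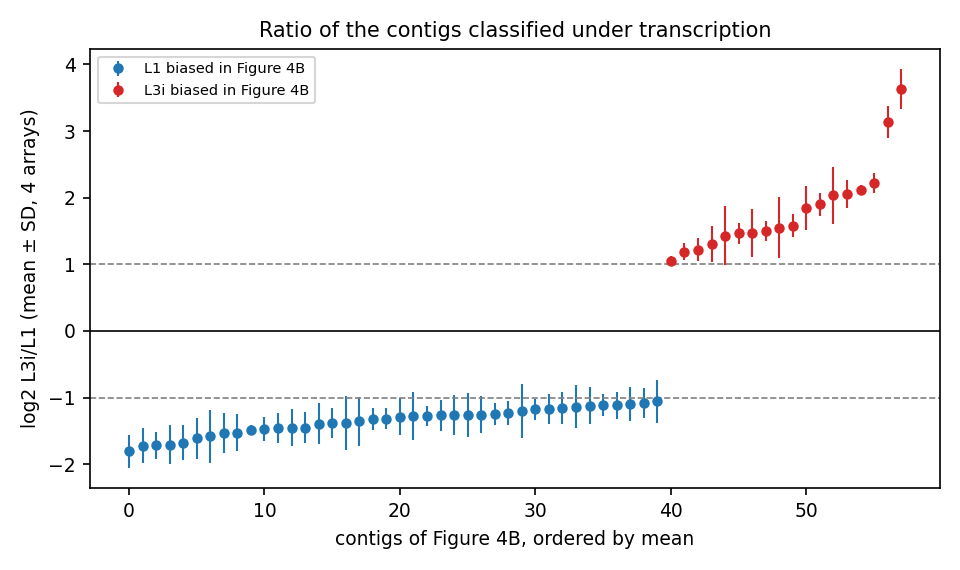
Mean and SD over 4 arrays of the deposited log2 L3i/L1 ratio of the 58 contigs of Figure 4B, ordered by mean (x axis). Blue points are the 40 contigs listed as L1 biased and red points the 18 listed as L3i biased. Dashed lines mark a 2-fold difference, which all 58 means exceed.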

A complete listing of these genes is shown in Figure 4B. This finding was also noted in an analysis of classifications based on GO categories (p = 0.01 for ‘transcription’), and manual annotations (p = 0.007 for ‘transcription machinery’), although p values were not <0.05 when Bonferroni-adjusted for multiple comparisons. BLAST matches to SMART and Pfam databases both indicated that the sperm-containing glycoprotein (SCP) domain was found exclusively in the L3i-group (n = 13 genes; see Table S7 in Supporting Information Text S1 for the complete list; p value based on matches to Pfam = 0.003, Bonferroni-adjusted for multiple comparisons).

**Figure 4:**
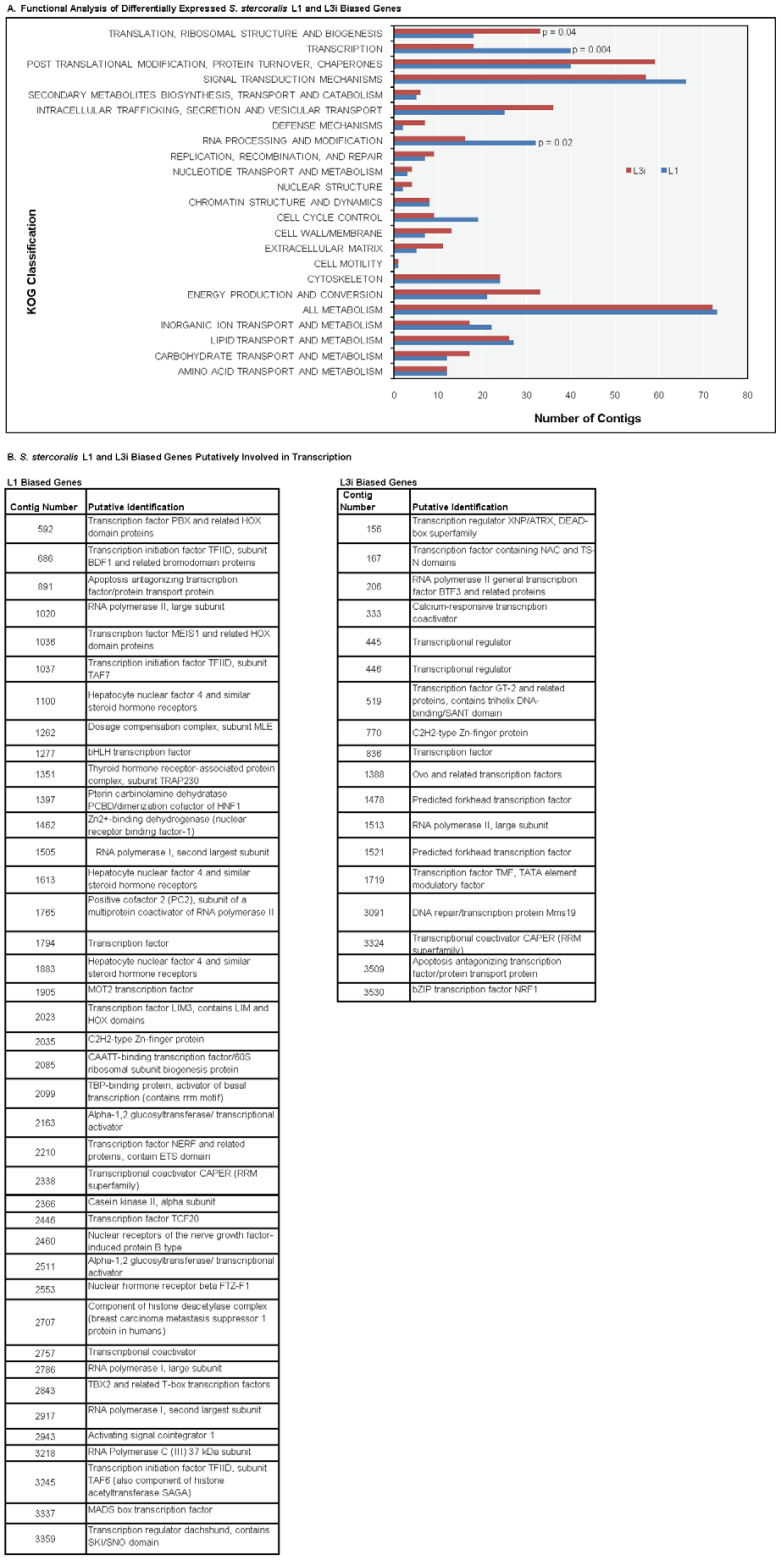
Functional analysis of differentially expressed *S. stercoralis* L1 and L3i genes. Horizontal bar graph (A) depicting the number of contigs per functional category in each stage (x axis), according to BLAST matches to the KOG database (y-axis). BLAST matches with E values>0.05 were excluded. The strongest difference was found between L1 and L3i genes putatively involved in transcription (p = 0.004). L1 = blue; L3i = red. The table (B) lists the L1 and L3i biased *Strongyloides* contigs putatively classified under “transcription.”

Of the entire 3,571 contigs, 1,351 *S. stercoralis* genes (37.8%) were of unknown function (manual annotation).

### GSEA

*S. stercoralis* orthologs were matched to 35 sets of *C. elegans* genes grouped by various categories (e.g. negative regulation of vulval induction, oviposition, heat shock proteins, etc.). Eighteen of 35 gene sets queried met criteria for inclusion into the GSEA analysis (based on minimum size of 5 genes; see Figure 1A). Of these 18 gene sets, only 2 gene sets were significantly enriched in the L3i phenotype at nominal p value<5%. 

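Among the first 120 contigs of Table S3, 11 have an immunoreactive antigen as their best match (contigs 1 to 11). All 11 had a positive log2 L3i/L1 ratio on each of the 4 arrays and were past the threshold of limma, with means from 1.31 ± 0.30 (contig 11) to 2.75 ± 0.20 (contig 9; SD, n = 4 arrays for both) and a median of 2.25. By the methods' t-test, 5 of the 11 were past the threshold, and the p of the other 6 reached 0.0454. The spread between arrays was wide for these contigs, with an SD of up to 1.29 (contig 8), whose ratio was 3.93 on repeat 2 and between 0.97 and 2.13 on the other arrays. In 9 of the 11, repeat 2 gave the highest ratio, which it did in 25.4% of all contigs. In 8 of the 11, the dye swap (repeat 1) gave the lowest ratio. The 11 contigs may share sequence, and no probe was matched to any of contigs 2 to 9 alone. These tallies are therefore not counts of independent contigs, and whether a probe binds more than 1 of them was not tested. Centring on ribosomal protein contigs left all 11 above 0, and contig 11 then fell below 2-fold at 0.98. Matched spots gave scanner ratios for 3 of them, with 2.47 ± 0.30 for contig 1 (SD, n = 4 arrays; 1.76 with normexp correction and loess), 1.85 ± 1.13 for contig 10 and 3.11 ± 0.23 for contig 11 (SD, n = 3 arrays for both). The scanner ratio of contig 11 lay far above its deposited ratio of 1.31. Of its 12 matched spots, 8 held a surrogate value and 4 were well above background in both channels. The other genes of this set were not analysed here, and no enrichment was computed.

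**Figure D5:**
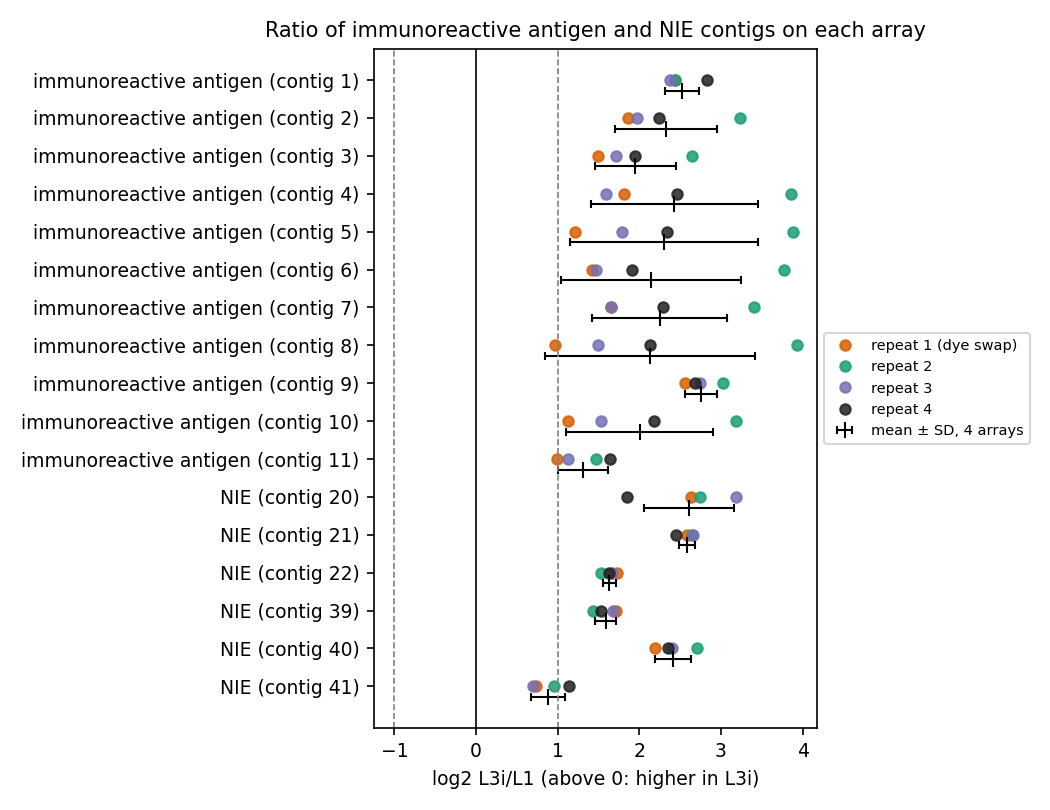
Deposited log2 L3i/L1 ratio on each of the 4 arrays (colored points) of the 11 contigs matched to an immunoreactive antigen and the 6 matched to NIE, with the mean and SD over the arrays (black bars). Dashed lines mark a 2-fold difference. Repeat 2 is the highest point in 9 of the 11.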

The most significantly enriched genes were those with immunoreactive gene products recognized by sera from infected individuals (Figure 1B; nominal p-value<0.0001; FDR<0.0001). 

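Among the first 120 contigs of Table S3, 7 are matched to a heat shock protein, of which contigs 77, 78 and 79 are matched to Hsp90. The mean log2 L3i/L1 ratio of all 7 was above 0 in the deposited values, and 4 were past the threshold of limma. For contig 79 all 20 matched spots held a surrogate value, so that its sign is not measured by these spots, and surrogate values were in 12 of 16 spots of contig 104, 11 of 20 of contig 72 and 7 of 12 of contig 78. After centring each array on ribosomal protein contigs, 6 were above 0, contig 79 was at −0.15, and 2 were past the threshold. The largest mean was that of contig 73, a heat shock 70 protein, at 2.91 ± 0.45 (SD, n = 4 arrays, 7.51-fold). Of its 16 matched spots, 4 held a surrogate value. Its scanner ratio was 3.02 ± 0.77 (SD, n = 4 arrays), against 1.55 with normexp correction and loess and 1.44 with no background correction. Contig 103 had a mean of 1.24 ± 0.52, which the ribosomal centring moved to 0.92, and contig 104 a mean of 1.24 ± 0.33, which it moved to 0.91. Contig 72 had a mean of 0.83 ± 0.25, below 2-fold, and within the scan day of repeats 1 and 4 it was 1.02. The ESTs from the L1 and the L3i library were 16 and 0 for contig 72, 11 and 7 for contig 73 and 3 and 0 for contig 77. They were 27 and 0 for contig 78, 1 and 0 for contig 79, 4 and 12 for contig 103 and 2 and 2 for contig 104. Only contig 103 thus had more ESTs from the L3i library. The other heat shock proteins of this set were not analysed here, and no enrichment was computed.

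**Figure D6:**
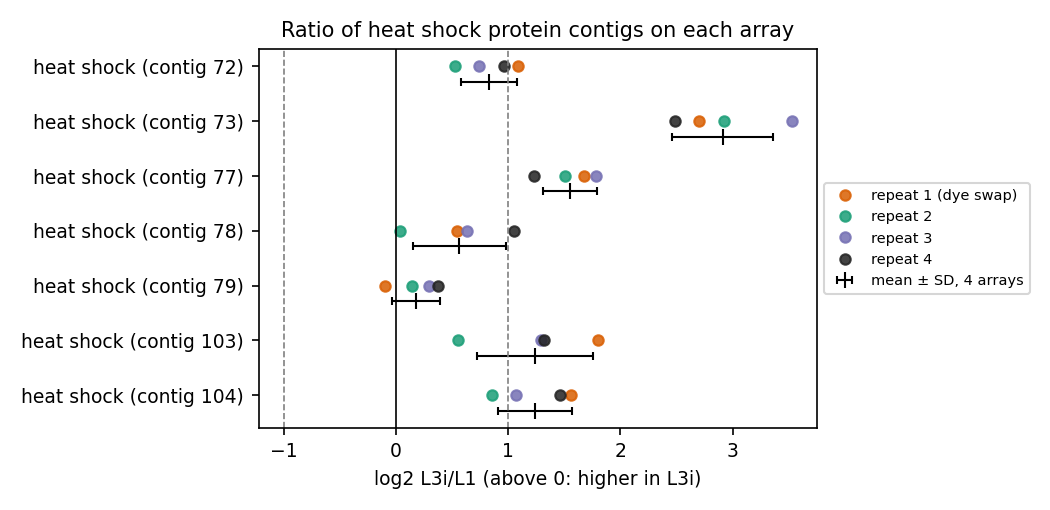
Deposited log2 L3i/L1 ratio on each of the 4 arrays (colored points) of 7 contigs matched to heat shock proteins, with the mean and SD over the arrays (black bars). Dashed lines mark a 2-fold difference. All 7 means are above 0, although contig 79, with no matched spot above background, lies below 0 after the ribosomal centring.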

Heat shock proteins were the next most highly enriched (nominal p value = 0.034, FDR = 0.56). For an annotated list of the individual genes enriched in each of these categories, refer to Tables S8 and S9 in Supporting Information Text S1. None of the 18 gene sets were enriched in the L1 phenotype.

### Comparative microarray analysis of *S. stercoralis* and *C. elegans*

Four hundred and twenty two of 3,571 *S. stercoralis* contigs had *C. elegans* orthologs for which robust microarray signal data were available. When *C. elegans* and *S. stercoralis* microarray signals were plotted against each other, a poor and non-significant correlation was found (Spearman rank = 0.06; p = 0.2444, graph not shown). No significant L3i enrichment of *S. stercoralis* orthologs of *C. elegans* ‘dauer enriched’ genes was found by GSEA (nominal p-value = 0.10). On the contrary, 25 orthologs expressed in opposite directions by dauer and L3i larvae relative to their respective L1 stage larvae were identified (see Table 1).

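All 25 contigs of Table 1 had the direction given there in the deposited ratios on each of the 4 arrays, with 15 towards L3i and 10 towards L1, and this held after every centring and with each array left out. The study chose the list on these arrays, so that the tally is no independent evidence. The 15 towards L3i were all past the threshold of limma, and so were 4 of the 10 towards L1. The other 6 lay below 2-fold, from −0.86 ± 0.31 for T19B10.2 (contig 504) to −0.40 ± 0.19 for the SEC61 alpha subunit (contig 850; SD, n = 4 arrays for both). By the methods' t-test at p under 0.01, 14 of the 25 were past the 2-fold threshold. The largest rise was that of a tyrosine aminotransferase (contig 116), at 3.18 ± 0.11, and the largest fall that of ncx-9 (contig 2626), at −1.37 ± 0.46 (SD, n = 4 arrays for both). The lmp-1 ortholog (contig 785) had a mean of 2.35 ± 0.17. The 2 contigs matched to nhr-19 stood lower on repeat 2 than on the other arrays, at 0.93 against 2.39 to 2.55 for contig 1846 and at 0.64 against 1.88 to 2.31 for contig 3417. Scanner ratios were available on all arrays for 6 of the 25, all with the sign of Table 1, and 5 were past the threshold. With normexp correction and loess 5 of 7 were past it, and with no background correction 4 of 7. Both settings lowered the ratios of contigs 64, 116, 117, 220 and 358, which their offset or remaining background does in part by itself. Contig 358 fell from 2.88 to 1.51 and 1.41, while contig 118 moved from 0.84 to 0.89 and 0.81. The C. elegans ratios were not analysed here.

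**Figure D7:**
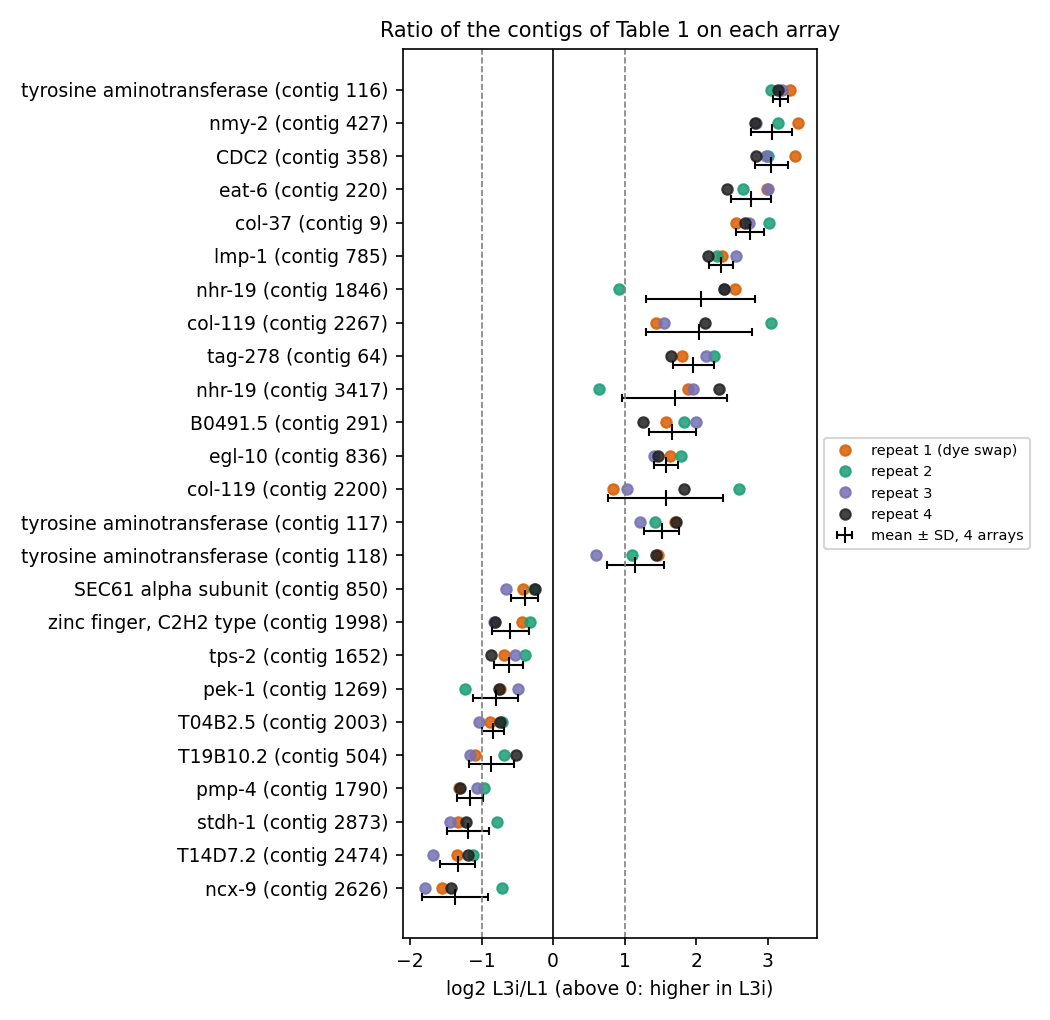
Deposited log2 L3i/L1 ratio of the 25 contigs of Table 1 on each of the 4 arrays (colored points), with the mean and SD over the arrays (black bars). Dashed lines mark a 2-fold difference. The 15 contigs towards L3i have means above it, and 6 of the 10 towards L1 lie between it and 0.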

### Correlation between EST and microarray data

A statistically significant positive correlation was found between microarray expression data and EST abundance data (p<0.0001; max R^2^ = 0.26; graph not shown).

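For the first 120 contigs of Table S3, the mean deposited log2 L3i/L1 ratio was set against the log2 ratio of the ESTs from the L3i and the L1 library, with 1 added to each count. Across these contigs Pearson's r was 0.536 (r2 = 0.287) and Spearman's rho was 0.569. Contigs are not independent replicates, the 120 stand in the order of the EST clusters and are not a random set, and no p-value was computed. With each array taken alone, rho was 0.477, 0.630, 0.496 and 0.562 on repeats 1 to 4. With the scanner ratios of 75 contigs in place of the deposited ones it was 0.626. Over the 74 contigs with at least 10 ESTs it was 0.592. Agreement in direction differed with the library of the ESTs. Most of these 120 contigs had an array ratio towards L3i, against 1632 of all 3571, so that the counts below depend in part on this lean of the set. Of 62 contigs with more ESTs from the L3i library, 60 had an array ratio towards L3i, whereas of 55 contigs with more ESTs from the L1 library, 37 had a ratio towards L3i, and in 17 it was 2-fold or more. In scanner ratios with normexp correction and loess, 36 of 53 contigs with more L1 ESTs were towards L3i, and 7 reached 2-fold. With surrogate values kept instead, the numbers over 53 contigs were 36 and 14. The correlation with ESTs was 1 relation, computed on the part of Table S3 at hand.

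**Figure D8:**
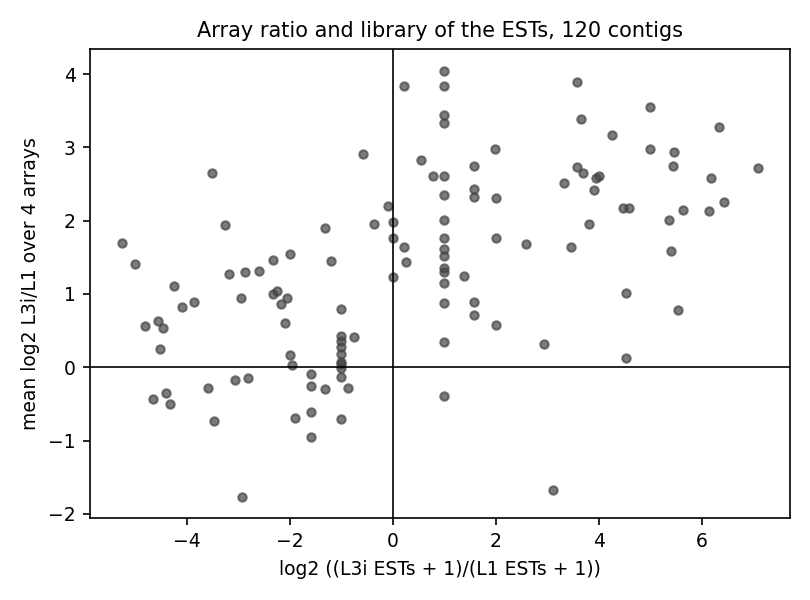
Log2 ratio of the ESTs from the L3i and the L1 library, with 1 added to each count (x axis), and mean log2 L3i/L1 ratio over 4 arrays (y axis) of 120 contigs, 1 point each. Most contigs on the right lie above 0, and 37 of the 55 with more L1 ESTs lie above 0 as well.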

### Validation of microarray data with qPCR

A positive correlation was found (Spearman rank = 0.4778; p = 0.0449) between average L1 or L3i microarray intensity signals and mean negative delta C_T_ of qPCR (Figure 2).

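The array axis of this comparison was recomputed from the scanner files as the mean over arrays of the log2 processed signal in the channel of each stage. Matched spots without surrogate values gave it for 6 of the 9 contigs, while contigs 24 and 2328 had no matched probe, and the spot of contig 25 was marked as an outlier on all 4 arrays. In the L1 and the L3i channel, the log2 signal was 13.30 ± 0.52 and 11.54 ± 0.69 for contig 55 and 15.82 ± 0.56 and 13.10 ± 0.92 for contig 387 (SD, n = 4 arrays). It was 12.31 ± 0.94 and 15.38 ± 0.77 for contig 243 and 10.95 ± 0.71 and 14.58 ± 0.70 for contig 2136 (SD, n = 4 arrays). With values on 3 arrays, it was 12.15 ± 0.82 and 15.40 ± 0.42 for contig 65 and 9.73 ± 0.73 and 8.49 ± 1.1 for contig 222, whose spots were well above background in the L3i channel on 2 arrays. The difference between stages exceeded the SD of each stage in all 6 contigs, by the least in contig 222, where it did not under normexp correction (6.83 ± 0.31 and 6.51 ± 0.37) or no background correction (6.92 ± 0.33 and 6.61 ± 0.30; SD, n = 3 arrays for both). The offset or remaining background of these settings narrows the difference between dim channels by itself. The 2 channels share an array, so that these SDs include the spread of signal level between arrays. Taken within arrays, the scanner ratio of contig 222 was −1.24 ± 0.38 (SD, n = 3 arrays), with the same sign on each. The control, contig 90, had 9.87 ± 1.09 and 9.85 ± 1.39. The level depended on the background correction, and normexp correction with loess put contig 387 in L1 at 12.20. Probes of different contigs differ in brightness, so that the levels do not rank contigs against each other, and the qPCR values were not analysed here.

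**Figure D9:**
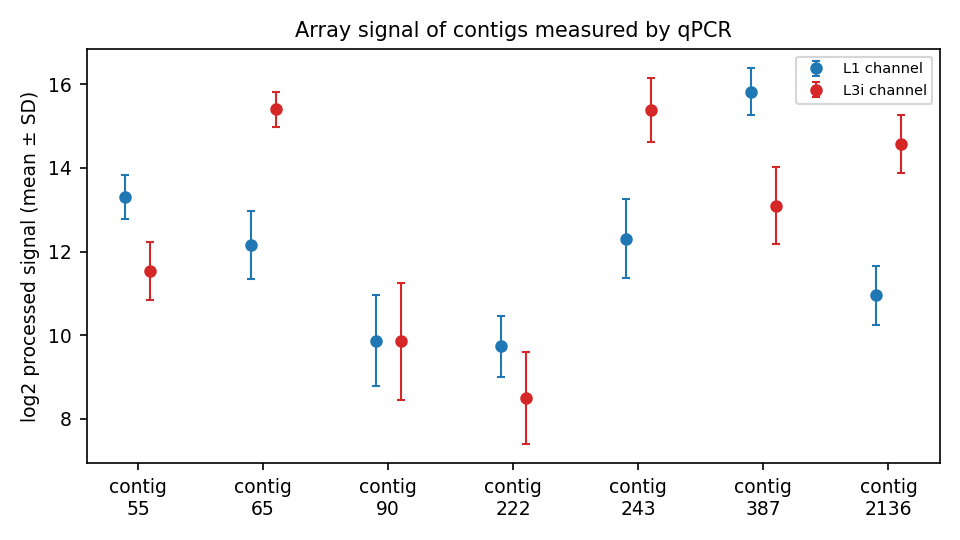
Log2 processed signal (mean and SD over the arrays) in the L1 channel (blue) and the L3i channel (red) of 6 contigs measured by qPCR and of the control, contig 90. The channels of contig 90 overlap within 1 SD.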

## Discussion

In this microarray based analysis of differential gene expression between infective and noninfective *S. stercoralis* larvae, we uncovered differences in the expression of genes putatively encoding transcription factors, heat shock proteins and antigens known to be immunoreactive in sera from infected humans. A comparative microarray analysis of our data revealed several differences between *S. stercoralis* L3i and *C. elegans* dauer stage larvae, such as in the expression of genes putatively encoding collagen and myosin. Potential therapeutic and vaccine targets were identified for further study.

### L1 larvae appear to be transcriptionally more active

Analogous to their non-dauer *C. elegans* counterparts, actively growing *S. stercoralis* L1 larvae are thought to have higher rates of transcription relative to L3i-stage larvae. This supposition is based on comparisons between *C. elegans* non-dauer biased genes and *S. stercoralis* L1-biased genes that suggest transcriptional conservation of genes involved in early larval growth [6]. Consistent with this finding, we found L1 biased expression of genes putatively involved in transcription. Among the *S. stercoralis* L1-biased genes involved in transcription were transcription initiation factors (contigs 3245, 1037, 686), transcription factors (contigs 1905, 1277, 891, 2023, 2446, 1036, 1794, 592, 2210), and subunits of RNA polymerase (contigs 1505, 3218, 1020, 2917). By contrast, the L3i-biased genes involved in transcription though fewer, included transcriptional regulators (contigs 446, 445, 156) as well as transcription factors (contigs 1521, 519, 836, 167, 1478), implying that L3i larvae are not transcriptionally inactive and may regulate transcription differently. This would be consistent with what is known of *C. elegans* dauer larvae, which express distinct sets of dauer-specific genes at certain time points (dauer exit, for example) [20], [21].

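In the deposited values, all 16 contigs of this list had a negative log2 L3i/L1 ratio on each of the 4 arrays. For the transcription initiation factors the means were −1.08 ± 0.23 (contig 3245), −1.45 ± 0.23 (contig 1037) and −1.25 ± 0.27 (contig 686). The 9 transcription factors lay between −1.47 ± 0.18 (contig 1905) and −1.06 ± 0.32 (contig 2210). The RNA polymerase subunits had means of −1.49 ± 0.08 (contig 1505), −1.81 ± 0.25 (contig 3218), −1.45 ± 0.28 (contig 1020) and −1.27 ± 0.24 (contig 2917; SD, n = 4 arrays throughout). The largest adjusted p among the 16 was 0.00019 from limma. Some of the calls rested on 1 array. Contig 2210 fell below 2-fold without repeat 2 or without repeat 3, contig 3245 without repeat 2 and contig 592 without repeat 1. No scanner ratio was available on all arrays for these contigs.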

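The transcriptional regulators had mean log2 L3i/L1 ratios of 1.22 ± 0.17 (contig 446), 1.30 ± 0.28 (contig 445) and 2.11 ± 0.07 (contig 156; SD, n = 4 arrays for each). The 2 probes of contig 156 gave a scanner ratio of 2.37 ± 0.25 on the same arrays, and were well above background in the L1 channel on 1 array. With normexp correction and loess the ratio was 0.95, in a setting whose offset draws ratios of dim spots towards 0. The 5 transcription factors had positive ratios on each array, and the lowest mean was 1.19 ± 0.12 (contig 1521) and the highest 2.05 ± 0.21 (contig 1478). Contig 167 stood higher on repeat 3, at 2.33, than on the other arrays, at 1.63 to 1.73. All 8 contigs were past the threshold of limma with an adjusted p of at most 4.6e-05. Centring on ribosomal protein contigs left contigs 446, 445 and 1521 below 2-fold, at 0.90, 0.98 and 0.87. From the L3i-biased contigs beside the more numerous L1-biased ones, the paper proposes that L3i larvae are not inactive in transcription and may regulate it in another way.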

### L3i biased expression of genes with products that have been shown to be immunoreactive in *S. stercoralis*-infected humans

Not surprisingly, genes encoding *S. stercoralis* antigens known to produce robust antibody responses in infected humans were found to have L3i biased expression by GSEA [17]–[19]. Two of these genes, IgG immunoreactive antigen (SsIR) and NIE antigen, have been recently employed in serodiagnostic assays with some advantage over crude antigen [19]. 

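Among the first 120 contigs of Table S3, 6 are matched to NIE, and all had a positive log2 L3i/L1 ratio on each array. The means were 2.60 ± 0.55 (contig 20), 2.58 ± 0.10 (contig 21), 2.41 ± 0.22 (contig 40), 1.63 ± 0.08 (contig 22), 1.59 ± 0.13 (contig 39) and 0.88 ± 0.21 (contig 41; SD, n = 4 arrays throughout). The first 5 were past the threshold of limma, also after the ribosomal centring, and contig 41 was below 2-fold. From the scanner signals, contig 41 had a ratio of 1.81 ± 0.69 (SD, n = 4 arrays), and 10 of its 20 spots held a surrogate value in at least 1 channel. With normexp correction and loess the scanner ratio was 0.46 for contig 41 and 0.64 for contig 39, both below 2-fold, and with no background correction 0.45 and 0.54. Both settings also kept the spots with surrogate values, so that the fall is not the effect of background correction alone. For contig 21, all 16 matched spots were well above background in both channels and gave 2.63 ± 0.18 (SD, n = 4 arrays).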

The finding that genes with products capable of inducing protective immunity demonstrate stage-biased gene expression supports the further investigation of these genes as vaccine candidates.

Heat shock proteins have been shown to play a critical role in determining parasite survival during stressful conditions because they can bind denatured or misfolded proteins [22], [23]. Biased expression of genes encoding heat shock proteins in the *S. stercoralis* L3i relative to L1 larvae, as suggested by GSEA, is consistent with this role. *Hsp-90* in particular has been identified as a parasitism-central gene based on changes in *S. ratti* gene expression during high immune pressure [22] and is similarly abundantly expressed by *S. stercoralis* L3i larvae.

### Sperm containing glycoprotein (SCP) domain exclusively found in L3i larvae

The SCP domain, found exclusively in L3i biased genes, is a conserved domain of unknown function present in a wide range of organisms [24]. Interestingly, it has been found to be present in activation-associated secreted proteins that have been studied as potential vaccine targets in other nematodes [24], [25]. Whether overrepresentation of the SCP domain in the L3i group is related to the presence of these secreted proteins is unclear, but activation-associated secreted proteins have been found to be important in many parasitic nematodes in which they have been studied to date.

### *C. elegans* dauer and *S. stercoralis* L3i larvae have distinct characteristics

Consistent with previous findings, a striking L3i-*C. elegans* ‘dauer expression signature’ was not uncovered in this comparative microarray analysis [6]. We instead identified genes that are regulated in apparently opposite manners by *C. elegans* dauer and *S. stercoralis* L3i larvae which offer useful clues about the biology of *S. stercoralis* parasitism. 

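The contig that Table 1 matches to the myosin heavy chain gene nmy-2 (contig 427) had a mean log2 L3i/L1 ratio of 3.06 ± 0.29 (SD, n = 4 arrays), an 8.33-fold difference with an adjusted p of 2.8e-07 from limma. The ratio was 3.43 on the dye swap and lowest at 2.82 on repeat 4. No probe was matched to this contig, so that it has no scanner ratio.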

L3i biased expression of the putative *nmy-2* gene (encoding the myosin heavy chain) is consistent with the highly motile nature of L3i larvae which, unlike their dauer counterparts, seek out and initiate infection in a host. Although dauer and L3i larvae both contain a cuticle that enables survival in the environment, the parasitic cuticle has been associated with the ability of infective stages to evade the immune response of the host, and its structure varies from one species to another [26]. 

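Table 1 gives 3 contigs as collagens. Contig 9, listed there as col-37 and matched in Table S3 to an immunoreactive antigen, had log2 L3i/L1 ratios of 2.56 to 3.03 on the 4 arrays, a 6.74-fold difference. The contigs listed as col-119 had means of 1.58 ± 0.80 (contig 2200) and 2.04 ± 0.74 (contig 2267; SD, n = 4 arrays for both), with adjusted p of 0.00049 and 6.0e-05 from limma. Both were highest on repeat 2, at 2.60 and 3.05, and neither reached p under 0.01 by the methods' t-test. Contig 2200 was above 0 on all arrays and below 2-fold on the dye swap, at 0.84.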

Biased expression of genes putatively encoding particular collagens (*col-37*, *col-119*) in the L3i but not the *C. elegans* dauer, points to differences in the composition of the parasitic cuticle that could potentially have a role in this regard. In fact, a recent microarray based analysis of the response of the *S. ratti* transcriptome to host immunologic environment notes upregulation of collagen genes by *S. ratti* which is believed to play a protective role for the parasite [27].

*C. elegans* dauer and *S. stercoralis* L3i larvae can survive in the environment even in the absence of a steady source of food. One way by which this occurs is by the development of electron-dense intestinal granules that store non-lipid products [11]. The gene *lmp-1* plays an essential role in this regard for dauer larvae as suggested by RNA interference studies [28]. It is likely that L3i larvae similarly utilize these granules while in the environment. The presence of these granules may additionally explain the darkened color of the radially constricted intestines of L3i larvae, an appearance shared by its dauer counterpart.

A key feature shared by dauer and L3i larvae is the ability to extend the lifespan while in the free-living state. In both *C. elegans* and *S. stercorali*s, the forkhead transcription factor DAF-16 plays a role in regulating dauer diapause, longevity and metabolism [11], [29], [30]. A downstream target of DAF-16, *egl-10*, is known to be negatively regulated by DAF-16 in *C. elegans* [29]. By contrast, this gene was found to have biased L3i larval expression in *S. stercoralis*. Such discordance is consistent with findings from a prior study that failed to detect a transcriptional profile typical of down-regulated insulin-like signaling in long-lived parasitic females of *S. ratti* [31]. 

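The egl-10 ortholog (contig 836 of Table 1) had a mean log2 L3i/L1 ratio of 1.58 ± 0.17 (SD, n = 4 arrays), a 2.99-fold difference with an adjusted p of 6.6e-06 from limma. The lowest array was repeat 3, at 1.42, and the highest repeat 2, at 1.80.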

Although the downstream targets of insulin-like signaling have not been fully elucidated in *Strongyloide*s species, the apparent upregulation of *Ss-egl-10* in the L3i potentially highlights adaptations at a molecular level that likely underlie the evolution to parasitism. Such adaptations could include alterations in genes controlling metabolic and developmental functions, adaptations of pre-existing genes to encode new functions, and gene duplication and diversification [32]. The apparent lack of a *C. elegans* dauer-like transcriptional profile in *S. stercoralis* L3i is also consistent with published findings on the expression of transcripts encoding the orthologs of DAF-7 in this parasite [33] and in *S. ratti* and *Parastrongyloides trichosuri* [34]. DAF-7 is the ligand that activates TGF-β-like signaling and thereby promotes continuous (i.e. non-dauer) development in *C. elegans*. Its expression is biased towards *C. elegans* first-stage larvae fated for continuous development rather than dauer third-stage larvae [34], [35]. By contrast, messages encoding DAF-7 orthologs in *S. stercoralis*, *S. ratti* and *P. trichosuri* all show biased expression in the L3i, which has been characterized heretofore as dauer-like [33], [34]. These facts notwithstanding, outright rejection of the ‘dauer hypothesis’ of developmental regulation in the L3i of parasitic nematodes on the basic of transcriptional data alone is likely to be premature [36]. It is particularly noteworthy in this regard that key signal transducing elements such as DAF-16 that directly regulate *C. elegans* dauer development are constitutively transcribed and their functions governed not at the transcriptional level but rather by posttranslational modifications such as phosphorylation [37], [38].

The true value in identifying these and other genetic determinants of *S. stercoralis* parasitism lies in whether the products of these genes can induce protective immunity. Indeed, one of the genes identified in our list, the *S. stercoralis* ortholog of *eat-6 Na+k+ATPase*, has already been identified as a potential vaccine candidate based on animal experiments [39].

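The eat-6 ortholog (contig 220 of Table 1) had a mean log2 L3i/L1 ratio of 2.77 ± 0.28 (SD, n = 4 arrays), a 6.83-fold difference with an adjusted p of 4.3e-07 from limma. Its 4 matched probes gave a scanner ratio of 2.94 ± 0.57 (SD, n = 4 arrays). They were well above background in the L3i channel on all arrays and in the L1 channel on 1 array, so that the size of the ratio rests on L1 signals near background. With normexp correction and loess the scanner ratio was 0.98, below 2-fold. The offset of that setting draws ratios of dim spots towards 0, so that this fall does not test the L3i bias of the contig.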

### Additional therapeutic targets and immunodiagnostic genes of significance

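On the arrays, contig 1872 had a mean log2 L3i/L1 ratio of 1.79 ± 0.60 (SD, n = 4 arrays), a 3.45-fold difference with an adjusted p of 5.5e-05 from limma. Repeat 2 gave 0.90 and the other arrays 1.98 to 2.26. The ratio was towards L3i on all 4 arrays and remained past the threshold with each array left out.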

Contig 1872, a gene with L3i biased expression, encodes an ortholog of *C. elegans* core subunit of the cytochrome bc1 complex, UCR 2.1 (E-value = 1E-014). This subunit has been shown to be a potential target for antiparasitic drugs based on the finding that in *C. elegans*, UCR 2.1 is essential for viability and is less related to mammalian UCR-1 than to mitochondrial processing peptidases from other organisms [40]. *S. stercoralis* transgenesis experiments [41] may prove useful in investigating the question of whether this gene is similarly essential for *S. stercoralis* larval survival.

In our microarray analysis of *S. stercoralis*, we found abundant L3i expression of the *S. stercoralis* ortholog of *hsp-90*, contig_77 (3 fold expression difference). 

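Contig 77 had a mean log2 L3i/L1 ratio of 1.55 ± 0.24 (SD, n = 4 arrays), a 2.92-fold difference with an adjusted p of 1.1e-05 from limma. Its 4 matched probes gave a scanner ratio of 1.98 ± 0.39, a 3.95-fold difference, on the same arrays, and 2.11-fold with normexp correction and loess and 2.03-fold with no background correction. The other contigs matched to Hsp90 had smaller deposited ratios, 0.56 ± 0.42 for contig 78 and 0.18 ± 0.21 for contig 79 (SD, n = 4 arrays for both), and neither reached 2-fold. The ratio of contig 77 exceeded that of contig 78 by 0.98 ± 0.56 (SD, n = 4 arrays), on every array. Of the 32 matched spots of contigs 78 and 79 on the 4 arrays, 1 was well above background in both channels. The ESTs from the L1 and the L3i library were 3 and 0 for contig 77, 27 and 0 for contig 78 and 1 and 0 for contig 79. These counts, small for contigs 77 and 79, do not share the L3i bias of the array ratio.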

Interestingly, the *hsp-90* inhibitor geldanamycin has been shown to have a macrofilaricidal effect on filarial nematode *Brugia pahangi* [42]. *Hsp-90* has been identified among *S. ratti* parasitism central genes critical for survival and further studies investigating it as a chemotherapeutic target are warranted.

Contig 1151, which was among the 25 most highly biased L3i genes (11-fold expression difference), corresponds to fatty acid and retinol binding protein-1 (FAR-1; E-value = 1E-016). FAR-like proteins are major secreted products of parasitic nematodes that allow the parasite to scavenge essential nutrients from its host [43]. Depletion of host lipids is thought to be necessary for parasite survival and may additionally impair the host immune response [44]. These proteins have additionally demonstrated stage and gender specificity in other nematodes, most notably in the hookworm *Ancylostoma ceylanicum* [45]. The immunodiagnostic potential of FAR-like proteins has been assessed in other nematodes, such as *Onchocerca volvulus*, in a serologic assay based on *Ov-20* (FAR-1) [45], [46], [47]. FAR-1 proteins have been successfully used in a vaccine in animals infected with *A.ceylanicum* [45]. These microarray data identify *S. stercoralis far-1* as an L3i-biased target that may be a potential vaccine candidate or immunodiagnostic antigen.

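On the 4 arrays, far-1 (contig 1151) had a log2 L3i/L1 ratio of 3.31 on the dye swap, 3.35 on repeat 2, 3.61 on repeat 3 and 3.63 on repeat 4. No probe was matched to contig 1151, so that its signal over background in either stage is not known from the scanner files.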

### Limitations

Approximately one-third of *S. stercoralis* genes are of unknown function. This finding is consistent with a previous EST analysis that revealed a similar percentage (25%) of *S. stercoralis* clusters with no significant BLAST alignments [8]. This finding is also consistent with functional genomics analyses of the *C. elegans* and human genomes where significant numbers of genes of unknown function were identified [48], [49]. Some of these unknown sequences may derive from 3^′^ untranslated mRNA regions, which are common in polydT-primed libraries [50]. The complete genome sequence of *S. stercoralis* is not available to date. Inferred functional annotations of an analogous nematode *C. elegans*, while useful, may not be directly applicable to *S. stercoralis*, as suggested by interspecies differences uncovered in the present comparative microarray analysis. Because a number of *C. elegans* genes did not have *S. stercoralis* orthologs that were also differentially expressed according to our predefined ‘cutoffs,’ it was difficult to formulate gene lists organized into functional categories with at least 5 contigs. This limited our ability to analyze biochemical or metabolic pathways of potential importance. As our knowledge of the *S. stercoralis* genome increases, these microarray analyses will likely gain in usefulness and a more direct approach using annotation based on known *S. stercoralis* gene functions would be even more informative.

### Conclusions

DNA microarrays allow for simultaneous analysis of large numbers of genes from two or more biologic conditions. This powerful method of analysis has revolutionized our understanding of the immunopathogenesis of schistosomiasis [51], for example, and has advanced the development of vaccine discovery and therapeutics in parasitology [52], [53]. Until now, studies of *S. stercoralis* have been limited to the analysis of ESTs rather than the full genome sequence. Development of a novel DNA microarray tool for the study of *S. stercoralis* represents an exciting step forward in our understanding of this parasite.

## Supporting Information

Text S1 This file contains supplemental information regarding microarray probe information (Table S1), primer probe sequences used in real-time PCR analysis (Table S2), all contigs (Table S3), L1 biased contigs (Table S4), L3i biased contigs (Table S5), most highly expressed L1 and L3i contigs (Table S6), L3i biased contigs containing sperm containing glycoprotein domain (Table S7), and results of the GSEA for immunoreactive genes (Table S8) and heat shock proteins (Table S9). For the column marked “Manual Annotation,” the following abbreviations were used: em = energy metabolism; extmat = extracellular matrix; cs = cytoskeleton; imm = genes encoding antigens known to be immunoreactive in sera from patients infected with *S. stercoralis*; met = metabolism; nr = nuclear regulation; pe = protein export machinery; pm = protein modification; prot = proteasome machinery; ps = protein synthesis; st = signal transduction; tf = transcription factor; tm = transcription machinery; tr = transporters and storage proteins; unk = unknown.
(8.05 MB XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

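Gene expression of S. stercoralis was compared between 1 pool of L1 larvae and 1 pool of L3i larvae on 4 two-color arrays, which are technical replicates of the same pair of pools and include 1 dye swap (repeat 1, with L3i in Cy3). Each array was treated as 1 technical replicate, n counts arrays, and the number of pools is 1 per stage. The arrays were scanned on a GenePix scanner. Repeats 1 and 4 share a scan day according to the file headers, and repeats 2 and 3 have a scan day each, which was taken as the batch.

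The deposited scanner files give, per the file headers, signal intensities that the authors extracted with Agilent Feature Extraction 10.1.1.1. The processed intensities are background-subtracted and dye-normalized by linear lowess, and the mean signal and median background are intensities before these steps. The log10 ratios in the same files are the software's ratios of the processed signals as deposited, and were not used. The deposited table of contigs holds log2 L3i/L1 ratios per contig and array, which the authors made from the processed signals by averaging the log2 values of the spots of a contig, with the dye swap turned to L3i over L1. The paper describes a scaling of all spots to the 50th percentile of the ribosomal genes, and names it ahead of the averaging over spots. The deposited ratios give the paper's counts with its t-test, so that by this description they include the scaling. The values of the ribosomal protein contigs at hand could not show whether they do. Over the 120 contigs of Table S3 at hand, the mean of the deposited ratios lay within 0.00038 of the log2 ratio of that table.

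The design chosen before the data were examined took the contig ratios from the scanner signals. The scanner files name probes but no contigs, and the probe table (Table S1) was at hand for 1997 of 14721 entries. The contig results therefore rest on the authors' deposited log2 ratios for all 3571 contigs, and the scanner signals were used for the contigs that could be matched. A probe was matched to a contig when it shared at least 20 bases with a sequence of Tables S1, S2 or S3, in either orientation. This assigned 1198 probes to 351 contigs, with a median of 4 probes per contig, and 142 probes that matched more than 1 contig were left out. The scanner ratio of a contig on an array was the mean over its spots of the log2 ratio of the processed signals, without control spots, spots marked as outliers and spots with a surrogate value in either channel. It was available on all 4 arrays for 253 contigs.

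The mean ratio of each contig over the 4 arrays was tested against 0 with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), and p was adjusted by the method of Benjamini and Hochberg. A contig was past the threshold at a ratio of 2-fold or more and an adjusted p of at most 0.025, which is the false discovery rate the paper gives. The test compares the pools against the error between arrays. The methods' t-test, without variance shrinkage and with p under 0.01, was an alternative. Tallies of lists, correlations and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Intervals of shares are Wilson intervals at 95%. A fit on simulated values was checked first. Of 200 changed contigs among 3571 with 4 arrays, limma recovered 197, with 3 false calls. The same t-test as in the methods recovered 160, with 0, but here at an adjusted p of at most 0.025 in place of p under 0.01. The simulated changes were all well above 2-fold and fewer than in the data, so that these numbers do not compare the 2 tests as used here.

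Signal over background stood in for depth. On the 4 arrays, between 35.5% and 74.3% of the 21493 non-control spots were well above background in the L1 channel and between 25.6% and 65.8% in the L3i channel. The number of arrays limits the precision of each ratio. Where the matched spots of a contig were not well above background in 1 stage on any array, a lower bound is given beside the ratio. It sets their normexp-corrected signal in the other stage against the dimmest signal of any spot well above background in the weak stage. Where the contig's own signal in the weak stage was higher, that signal was taken.

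Except where said below, alternatives changed 1 choice at a time. They were a dye term, centring each array on the median of all contigs or on 18 ribosomal protein contigs of Table S3, each array left out, the scan day as a block, the scan day that repeats 1 and 4 share alone, the methods' t-test with and without adjustment, an adjusted p of 0.05, a 2-fold difference with the same sign on all arrays, limma's treat with a 2-fold null, and, for scanner signals, normexp correction with an offset of 50 and loess, no background correction and loess, spots well above background in at least 1 or in both channels, the median over spots, spots marked as outliers kept and saturated spots left out. Keeping surrogate values, and the tally of the 58 contigs of Figure 4B, were chosen after seeing the data. The settings with normexp correction and with no background correction also started from the mean signals and kept spots with surrogate values. Their offset or remaining background raises both channels and draws ratios of dim spots towards 0. A smaller ratio under them is therefore no test of the ratio of a dim contig.

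The contigs named in the text are those the paper's text or Table 1 names, those among the first 120 contigs of Table S3 matched to an immunoreactive antigen, NIE, a heat shock protein or a trehalase, and, of the others, the 2 with the largest rise and the 2 with the largest fall in the scanner ratio among contigs past the threshold with the same sign on all arrays and at least 1 probe well above background in both stages on every array. The paper's values for these lists had been seen before this rule was written. The contigs of Figure 4B at the ends of the list, and contigs in sets of 5 or fewer, were named after their values were seen. No set or enrichment test was run, because 120 of 3571 contigs of Table S3 were at hand. The qPCR values and the C. elegans ratios were not analysed here.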

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

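For each named contig, the highest and the lowest of the 4 arrays were compared with the other arrays by Dixon's test, in the deposited ratios and, where available, in the scanner ratios. The same was done for 5 measures of the arrays themselves, such as the number of spots well above background. With 92 contigs in the deposited ratios and 27 in the scanner ratios, this made 124 groups of 4 arrays, of which chance puts about 1 in 20, or 6.2, past the critical value. There were 4, in 3 contigs, and none among the measures of the arrays. The tests were set before the data were examined, and no further test of these arrays was chosen afterwards.

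Contig 1, matched to an immunoreactive antigen, stood apart on repeat 4, with a log2 L3i/L1 ratio of 2.83 against 2.37 to 2.44 on the other arrays in the deposited values (a gap of 0.862 of the whole range). The scanner ratios of the same spots gave 2.92 on repeat 4 against 2.26 to 2.35 (0.86). Since both sources show it, the averaging of spots in 1 of them is not what sets the array apart. The transcription factor of contig 167 stood apart on repeat 3, with 2.33 against 1.63 to 1.73 in the deposited values (0.86). Contig 1846, matched to nhr-19 in Table 1, stood apart on repeat 2, with 0.93 against 2.39 to 2.55 (0.901). Repeat 2 had the smallest share of spots well above background, and no probe was matched to contig 1846, so that its signal on repeat 2 is not known.

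All 4 arrays hold the same pools of larvae, so that the design gives no biological explanation for a difference between arrays. The number of such groups was below the number that chance gives, and they were spread over repeats 2, 3 and 4. Which step of labeling, hybridization or scanning set them apart was not tested. In each of these contigs the ratio was towards L3i and past the threshold of limma with each array left out.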

How the results depend on the processing

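The alternatives were set before the data were examined, except for keeping surrogate values and the tally over the contigs of Figure 4B, which were chosen after seeing the data. No paired analysis was added, because each array already compares the 2 pools with each other. All alternatives set beforehand were run, with the scan day in the place of the slide.

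In the deposited ratios, the number of contigs past the threshold stayed within 1.5 times its value under the dye term, the centring on the median of all contigs, the scan day as a block or alone, the methods' t-test and the other adjusted p. With each array left out in turn it was 568 to 646 towards L3i and 485 to 550 towards L1, against 603 and 514. The ribosomal centring gave 908 towards L1, since it moves every ratio down. The treat test with a 2-fold null gave 361 and 111, since it asks for ratios above 2-fold beyond the error. The directions of the 25 contigs of Table 1, of the 24 transcription contigs of the Discussion and of the 58 contigs of Figure 4B were the same under each centring, the dye term, the scan day settings and with each array left out. Their numbers past the threshold were 14 to 21, 21 to 24 and 52 to 58 over these settings and the methods' t-test. The treat test, which was not planned for these lists, left 12, 7 and 22, the last being 11 of the L1 list and 11 of the L3i list. Spearman's rho between array ratio and ESTs was 0.522 to 0.626 over its alternatives.

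In the scanner ratios, 124 contigs were past the threshold towards L3i and 5 towards L1. Towards L3i, normexp correction with loess gave 81 and no background correction 73, both over 329 contigs against 253, and spots well above background in both channels 71, the last over 159 contigs. Towards L1, the numbers were small throughout, with 2 under normexp correction, 2 under no background correction, 2 under the centring on the median, 2 under treat, 3 under the methods' t-test, 9 within the scan day of repeats 1 and 4, 12 with spots marked as outliers kept, and 4 to 10 with each array left out. The mean correlation between arrays rose from 0.877 to 0.919 with normexp correction and 0.914 with no background correction. The share of contigs whose probes have 1 sign was 71.4% with normexp correction and 90.7% over spots well above background in both channels, and it was 100% for contigs past the threshold in the latter. For these the cause was not tested, apart from the smaller number of contigs with such spots.

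Of the 92 named contigs, 22 fell below the threshold under some alternative of the deposited ratios other than treat, and 4 rose past it. Treat, not planned for single contigs, left 50 of the 80 past the threshold. Of the 22, 13 were contigs that the methods' t-test does not call. Contigs that changed sign were contig 79 (−0.15) and contig 95 (−0.0024) after the ribosomal centring, and contig 90 within the scan day of repeats 1 and 4 (0.0625). In the scanner ratios, contig 95 was at −1.11 and at 0.32 with the authors' deposited values. Contig 90, at −0.02, was above 0 under the dye term (0.0074), the centring on the median (0.16), the ribosomal centring (0.0095), within the scan day (0.22), under normexp correction (0.18) and no background correction (0.18), and 0.017 to 0.10 without replicate 3 or without replicate 2. None of these was called. Of the 14 stage signals of qPCR contigs and contig 90, all moved under normexp correction and no background correction, which change the scale of the signal.

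Signal over background limits the ratios. On repeat 2, 35.5% of spots in L1 and 25.6% in L3i were well above background, and 19.5% of probes were so in both channels on all 4 arrays. For contig 68, the 2 matched probes were not well above background in the L1 channel on any array. Their scanner ratio of 3.58 ± 0.47 (SD, n = 3 arrays) rests on L1 signals near background. The bound of 3.29-fold was taken against the dimmest L1 signals that count as well above background, and any other probes of this contig were not matched.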

Differences from the paper's values

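The paper states that contigs were ranked by the mean log2 L3i/L1 ratio for its gene set analysis, and the ranked metric drawn in Fig. 1B differs from the deposited ratios. The highest value is about 5.4 in Fig. 1B, read by eye, against 4.15 in the deposited ratios, and the lowest is about −5.7 in Fig. 1B, read by eye, against −2.92. At rank 500 the paper's metric is about 2.3 in Fig. 1B, read by eye, against 1.22, and at rank 3000 it is about −2.5 in Fig. 1B, read by eye, against −0.95. On the scale of the −log10 p of the methods' t-test with the sign of the ratio, a scale chosen after seeing the values, the same places hold 6.24, −4.89, 2.29 and −2.37, which lie near the paper's metric at ranks 500 and 3000 but apart from it at both ends. No other scale was computed. None of the alternatives set before the data were examined (dye term, both centrings, each array left out, the scan day as a block or alone) brought the mean log2 ratios within the paper's values. The number of contigs with a metric above 0 is about 1500 in Fig. 1B, read by eye, and 1632 in the deposited ratios, which is not a difference by the measure used here.

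The paper's counts of 935 differentially expressed contigs, 466 of them L1 biased and 469 L3i biased, lie below the 1117, 514 and 603 found with limma, by less than 1.5 times. The methods' t-test at p under 0.01, an alternative set before the data were examined, gave the paper's 3 counts.

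Among the paper's statements, Table 1 gives for its contigs a p below the limit of the methods. By the methods' t-test on the deposited ratios, 16 of the 25 were below it and 9 were not, with p of up to 0.0296. All 25 had the direction of Table 1, and all 25 had an adjusted p of at most 0.0215 from limma.

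The paper counts contig 222 among its L1-biased genes. Its mean was −2.02, past the threshold of limma, and its p by the methods' t-test was 0.0144, so that it is not among the 466. The other 8 contigs chosen for qPCR passed both.

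The paper lists contig 55 among the L1 genes with the highest expression. For the matching list of L3i genes the Discussion speaks of bias, and a ranking by ratio was therefore used. By the mean ratio contig 55 ranked 27 among all contigs, and 25 among those past the methods' t-test, a restriction chosen after the rank of 27 was seen, which drops contig 222 of the contigs that the paper calls L1 biased. Contigs 371 and 2328, named with it, ranked 1 and 2.

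The paper states that no surrogate values were applied. The deposited scanner files hold surrogate values on all 4 arrays, in 18.9% to 53.8% of spots, and the deposited contig ratios were nearer to contig means with these spots than to means without them, with a median absolute difference of 0.163 against 0.189 over 138 contigs.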

Other observations

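All tests here were set before their results were seen, except for the comparison of contig means with and without surrogate spots with the deposited ratios, which was chosen only after, as was the choice of contigs by their deposited ratio. The counts by probe length, of the antigen contigs on repeats 1 and 2 and of the contigs left after the ribosomal centring were not planned.

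Among 129 matched contigs chosen for a scanner ratio of 2-fold or more, the relative size of the deposited ratio fell with the share of spots that hold a surrogate value in both channels (Spearman's rho −0.38, two-sided permutation p = 0.0005, the smallest that 2000 permutations give). Choosing contigs by a large scanner ratio makes the relative size smaller by itself, above all where few spots are usable. Among 124 contigs chosen instead by a deposited ratio of 2-fold or more, rho was −0.0852 (two-sided permutation p = 0.359), with a median relative size of 0.954 in the 18 contigs with such spots and 0.994 in the others. The relation thus depends on how the contigs are chosen, and a dilution by these spots and an effect of that choice cannot be told apart. A mean taken without surrogate spots was 1.16 times as far from the deposited ratio as a mean taken with them (bootstrap interval 1.07 to 1.39), over contigs chosen by their number of probes, which argues against surrogate values having been left out. Other steps of the averaging, such as weights of probes, and a biological explanation were not tested.

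The 18 ribosomal protein contigs in the part of Table S3 at hand had a median deposited log2 ratio of 0.36, 0.22, 0.20 and 0.52 on repeats 1 to 4, the lowest being 0.2. A scaling that sets the median of all ribosomal genes to 0 would leave this set near 0 if it stood for all of them. Over the contigs, the median of their means was 0.33, with a bootstrap interval of −0.22 to 0.94 that includes 0, and these contigs are a small part of the ribosomal genes, so that scaled and unscaled values cannot be told apart from them.

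In 17 contigs with more ESTs from the L1 library than from the L3i library, the array ratio was 2-fold or more towards L3i. Together they had 506 ESTs from the L1 library and 84 from the L3i library. Among them were actin, elongation factor 1-alpha and 14-3-3 matches, the heat shock 70 protein of contig 73 and the Hsp90 of contig 77. Of their 276 matched spots, 0% were saturated in either channel, which argues against saturation. On the dye swap, 17 of 17 had a ratio towards L3i, which argues against a dye bias. After the ribosomal centring, 11 were still at 2-fold or more. In scanner ratios with normexp correction and loess, 7 of 53 contigs with more L1 ESTs were at 2-fold or more towards L3i. With surrogate values kept instead, 14 of 53 were, so that the number depended on the processing of the signals. The opposite case, with more L3i ESTs and a ratio of 2-fold or more towards L1, was seen in 1 contig. Most contigs with EST counts at hand lean towards L3i on the arrays, which by itself makes this case rarer. The ESTs came from other libraries than the arrays, and a biological difference between the larvae of the libraries and of the pools stays open and was not tested, as does the sampling of the libraries.

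The 3 contigs matched to Hsp90 differed in their ratios, with 1.55 for contig 77, 0.56 for contig 78 and 0.18 for contig 79. Of the matched spots of contigs 78 and 79, 3.12% were well above background in both channels, so that weak signal is a candidate explanation for their low ratios. The spots of contig 78 without surrogate values gave a scanner ratio of 1.06 ± 0.25 (SD, n = 3 arrays), above its deposited ratio. Contig 77 exceeded contig 78 on every array. Weak signal could lower contig 78 on each array as well, so that this order does not tell the explanations apart. A difference in expression between the 3 genes stays open.

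On average, pairs with repeat 2 correlated less than the other pairs, through its low r with repeats 1 and 4. Over all probes, with surrogate values kept, the mean r of pairs was lower by 0.047 with repeat 2. Without surrogate values the gap was 0.0090 over 8156 probes, a smaller set than the 20265 with these values kept. Over contigs it was 0.0280 without surrogate values (253 contigs) and 0.0433 with them kept (329 contigs). How much of the gap came with these spots is not settled, since the sets differ. Over bright probes, well above background in both channels on all 4 arrays, the gap was −0.0091, or −0.192 of that over all probes. Repeats 2 and 3 had the highest r of all pairs over all probes (0.809) and over bright probes (0.963), which fewer spots above background on repeat 2 do not account for. Fewer such spots and a difference between the shared scan day of repeats 1 and 4 and the other days cannot be told apart, since the 2 arrays with the fewest spots above background in L1 are also those outside that day. The immunoreactive antigen contigs were highest on repeat 2 in 9 of 11 cases, and whether their spots explain this was not tested. These contigs may share sequence, so that the cases are not independent. In the deposited contig ratios, repeats 1 and 4 had the highest r (0.951), although they have opposite dye orientations.

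The largest ratios towards L3i exceeded those towards L1. In the deposited ratios, the 99th percentile lay 3.25 above the median and the 1st percentile 1.63 below it, a ratio of 2.00. The ratio was 1.90 over all probes with surrogate values kept. Over 3230 probes with usable values and well above background in both channels on all arrays it was 1.57, which argues against a floor in the dimmer channel as the whole cause. With 1 pool per stage, a biological difference between the stages stays open and was not tested beyond these pools.

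For the number of contigs past the threshold, the sign of each set of arrays was turned in all 8 patterns that differ. Only 1 pattern, the real one, gave as many contigs, and each of the others gave 0. With 8 patterns the share is never below 0.125, so that this count alone cannot exclude chance. Other values argue against chance error between arrays as the source of the ratios. Of all contigs, 71.5% had the same sign on all 4 arrays, where chance gives 12.5%. Pearson's r between the deposited ratios of 2 arrays was 0.855 to 0.951. The arrays hold 1 pair of pools, so that chance differences between pools are not covered.

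Of the contigs the paper does not name, contigs 272 and 70 had the largest rise in the scanner ratios among contigs with a probe well above background in both stages on every array, at 3.33 ± 0.38 and 3.17 ± 0.27, with deposited ratios of 2.89 ± 0.20 and 2.83 ± 0.06 (SD, n = 4 arrays). The scanner ratios of contigs 272 and 70 were 2.58 and 1.96 with normexp correction and loess, and 2.39 and 1.81 with no background correction. Contigs 95 and 314 had the largest fall. Contig 314 was at −1.04 ± 0.17, with a deposited ratio of −1.14 ± 0.22. Its scanner ratio fell below 2-fold under the dye term, the centring on the median, without replicate 2, within the scan day of repeats 1 and 4, with the median over spots, and under normexp correction (−0.45) and no background correction (−0.45). Contig 95 was at −1.11 ± 0.38, while its deposited ratio was 0.32 ± 0.06. Of its 16 matched spots, 12 held a surrogate value in at least 1 channel. Under normexp correction and under no background correction, the scanner ratio of contig 95 was −0.33, below 2-fold.

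Probes of 40 bases or fewer were dimmer than probes of 60 bases, with 6.32% and 18.8% of those with a value on all arrays well above background in both channels on all arrays. In 23 contigs with bright probes of both lengths, the short probe had the larger ratio in 10, and the signs were opposite in 2.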
